# Molecular Characterisation of Colour Formation in the Prawn *Fenneropenaeus merguiensis*

**DOI:** 10.1371/journal.pone.0056920

**Published:** 2013-02-18

**Authors:** Nicole G. Ertl, Abigail Elizur, Peter Brooks, Anna V. Kuballa, Trevor A. Anderson, Wayne R. Knibb

## Abstract

**Introduction:**

Body colouration in animals can have a range of functions, with predator protection an important aspect of colour in crustaceans. Colour determination is associated with the carotenoid astaxanthin, which is taken up through the diet and stabilised in the tissues by the protein crustacyanin. As a variety of genes are found to play a role in colour formation in other systems, a holistic approach was employed in this study to determine the factors involved in *Fenneropenaeus merguiensis* colouration.

**Results:**

Full length *F. merguiensis* crustacyanin subunit A and C sequences were isolated. Crustacyanin subunit A and C were found in the *F. merguiensis* transcriptomes of the muscle/cuticle tissue, hepatopancreas, eye stalk and nervous system, using 454 next generation sequencing technology. Custom microarray analysis of albino, light and dark *F. merguiensis* cuticle tissue showed genes encoding actin, sarcoplasmic calcium-binding protein and arginine kinase to be 4-fold or greater differentially expressed (*p*<0.05) and down-regulated in albinos when compared to light and dark samples. QPCR expression analysis of crustacyanin and total astaxanthin pigment extraction revealed significantly (*p*<0.05) lower crustacyanin subunit A and C gene transcript copy numbers and total astaxanthin levels in albinos than in the light and dark samples. Additionally, crustacyanin subunit A and C expression levels correlated positively with each other.

**Conclusions:**

This study identified gene products putatively involved in crustacean colouration, such as crustacyanin, sarcoplasmic calcium-binding protein and forms of actin, and investigated differences in gene expression and astaxanthin levels between albino, light and dark coloured prawns. These genes open a path to enhance our understanding of the biology and regulation of colour formation.

## Introduction

Nature's play with colours and different shades and patterns can have a variety of functions in animals, from thermoregulation, mate selection and communication to defence against predators [1], [2], [3], [4]. The latter appears to be the main role of body colouration in aquatic animals, such as prawns. For instance, some prawns protect themselves from predators by changing their body colour intensity to better adapt to their surroundings, while others use their transparent body combined with disruptive colouration to disguise their body outline from predators [1], [3], [5], [6]. Additionally, body colouration can also protect these aquatic animals from UV radiation, ensuring their continued health [7]. Aside from its function for the animal, colour in crustaceans also has commercial implications due to consumer perception and preference. This means, for example that darker coloured prawns are sold at a higher price per kilo than lighter ones [6], [8], making the darker prawns more valuable for the aquaculture industry. Of the various pigments existing in crustaceans, the fat soluble carotenoids appear to be the most important in the colouration of these animals, and are usually taken up with their diet or by a symbiotic relationship with organisms that produce these pigments [8], [9], [10], [11]. Astaxanthin, one of the carotenoids found in nature, appears to be the main pigment responsible for colour in crustaceans, including the prawn species *Fenneropenaeus spp*. [6], [8], [10], [12], [13], accounting for approximately 65% to 98% of all the carotenoids found in this species [8]. Crustaceans obtain this pigment from natural sources (e.g. green algae) or food supplements (in aquaculture production systems) and after ingestion of astaxanthin, the pigment is transported through the digestive system to the epidermis, where it is stored in subepidermal chromatophores [7], [8], [14]. Other than the epidermal layer, astaxanthin is also found in the exoskeleton, with the literature indicating that crustacean colouration is mainly due to the astaxanthin detected in these two locations [6], [11], [13]. Additionally, the quantity and distribution of astaxanthin also plays a role in the colour intensity of crustaceans [7], with crustaceans influencing their body colouration by 1) adjusting the amount of pigment in the chromatophores and exoskeleton, 2) changing the amount of chromatophores present in a tissue and 3) dispersing or concentrating the pigment inside the chromatophores [3], [6], [15].

Stability of the highly reactive astaxanthin pigment is provided by crustacyanin, a protein that binds to the pigment to form a carotenoprotein complex, which stabilizes the pigment as well as the protein's tertiary and quaternary structure [11], [16]. In the lobster *Homarus americanus*, binding of astaxanthin and crustacyanin occurs in the endo- and exocuticle, where β-crustacyanin is generated, after which the complex is moved into the epicuticle where α-crustacyanin forms [7]. The β-crustacyanin form is comprised of two protein subunits, bound to two astaxanthin molecules shared between the protein subunits, with α-crustacyanin being formed by eight β-crustacyanin heterodimeric molecules, irreversibly bound to each other and carrying a total of 16 astaxanthin molecules [9], [11], [17], [18], [19]. In the lobster *Homarus gammarus*, two types of protein subunits were detected, type 1 and type 2, also referred to as crustacyanin C and crustacyanin A, respectively. Type 1 includes protein subunits A1, C1 and C2, and type 2 is comprised of subunits A2 and A3, with each subunit being able to bind one astaxanthin molecule. Different combinations of type 1 with type 2 protein subunits then combine to form a β-crustacyanin heterodimer [9], [11], [12], [17], [18].

Once the non-covalent bond connecting the astaxanthin molecules with crustacyanin is cleaved by either cooking or dehydration, the carotenoproteins denature. This causes the relaxation of the hydrogen bonds holding the carotenoid, leading to the release of the pigment [17], [20], with the characteristic red colour of cooked crustaceans imparted by this released astaxanthin [21], [22]. Furthermore, it is argued that the strength of the colour depends on the amount of astaxanthin that had been bound to crustacyanin [21], [22].

In addition to astaxanthin and crustacyanin, a variety of other factors are likely to be involved in crustacean colouration. Liu et al. [23] analysed colouration in the tomato fruit and indicated that a suite of genes, not involved in the pigment synthesis pathway, appear to play a role in colouration by impacting positively on the amount of plastids and pigment produced, as well as by regulating the accumulation of the pigment lycopene. Billingham & Silvers [24] and Little [25] on the other hand focused on melanocytes, melanin and the genes involved in skin and hair colouration in a variety of animals and indicated that some of the genes they detected appeared to function in controlling 1) the amount and type of pigment synthesised, 2) the availability of products necessary for pigment formation, 3) the way in which the pigment granules were deposited, as well as their shape and size.

This study was carried out in order to enhance our understanding of the factors involved in colour formation in the prawn *Fenneropenaeus merguiensis*. Here, novel genes potentially associated with prawn colouration were identified using custom microarrays. Additionally, crustacyanin gene transcript expression levels and astaxanthin levels were determined in albino, light and dark coloured *F. merguiensis* prawns.

## Methods

### Animal husbandry

*F. merguiensis* samples used in this study were kindly provided by Seafarm and were reared in large aerated grow-out ponds. In an effort to ensure consistent environmental conditions across the different ponds, parameters such as feeding regimes and aeration were standardised across the ponds, and water quality monitored daily (e.g. pH, temperature and salinity). Dark and light prawns were randomly collected from one pond to minimize environmental variation. Albino prawns occurred only rarely and hence were collected from multiple ponds. All prawns were fed a starter feed (CP or Ridleys, Australia) until the animals had reached a weight of about 7 g, after which their diet was switched to a grower feed (CP or Ridleys, Australia) which contained 30 ppm/kg astaxanthin and was fed 4 times daily. Light and dark coloured prawns were randomly collected during the normal harvesting time and physiologically moult staged by testing the hardness of the carapace to obtain animals in intermoult, whereas the albino prawns were microscopically moult staged (three in late postmoult, two in intermoult and five in early to late premoult). Due to the rarity of the albino prawns all moult stages were included in the analysis.

### Crustacyanin subunit A and C gene sequence isolation

#### RNA extraction and cDNA synthesis

Total RNA was extracted from adult *F. merguiensis* epithelial and muscle tissue samples, using the RNeasy Plus Mini kit (Qiagen, Victoria, Australia), and cDNA synthesised from the isolated RNA. In order to obtain the full length sequence of both A and C crustacyanin subunits, 5' and 3' cDNA was synthesised from 460 ng and 1 µg of total RNA with the SMART^TM^ Race cDNA kit (Clontech, US) and the SuperScript^TM^ III First-Strand Synthesis SuperMix kit (Invitrogen Life Technologies, Victoria, Australia), respectively.

#### Primer development

Degenerate primers for crustacyanin subunit A and C were developed from conserved amino acid regions of four crustacean species (*Marsupenaeus japonicus*, GenBank: ACL37116; *Penaeus monodon*, GenBank: ACL37117 and *Litopenaeus vannamei*, GenBank: DQ858916 for subunit A; *M. japonicus*, GenBank: ACL37122; *Cherax quadricarinatus*, GenBank: ACL37121 and *P. monodon*, GenBank: ACL37123 for subunit C) and synthesised by GeneWorks (Hindmarsh, Australia). All primer sequences are presented in Table 1.

**Table 1:** Degenerative primers used for the isolation of crustacyanin subunit A and C.

Primer name	Sequence 5' → 3' *	Crustacyanin
A1F	TAY CAR CCN TAY AC	subunit A
A2F	GGN AAR ATH TAY CCN ACN AAN GAY TTY CC	subunit A
A2R	GGR AAR TCN TTN GTN GGR TAD ATY TTN CC	subunit A
A3R	AAN ACR AAN CCR AAY TC	subunit A
A4R	GTR TCR TAR TCN GTN TC	subunit A
C1F	CCN AAY CCN TTY GGN GAR CCN CA	subunit C
C1R	TGN GGY TCN CCR AAN GGR TTN GG	subunit C
C2R	GAY ACN GAY TAY GAR AA	subunit C

* **N** = A, C, T or G; **Y** = C or T; **R** = A or G; **H** = A, C or T; **D** = A, G or T.

#### Cloning of crustacyanin subunit A and C

Synthesised 5' and 3' cDNA were PCR amplified using the primers in Table 1.

PCR thermal cycling conditions were 1 min at 95°C, followed by 35 cycles of: 30 sec at 94°C, 30 sec at 39°C and 30 sec at 72°C, with the final extension step at 72°C for 10 min. The amplification reactions were carried out on 1 µl of template cDNA added to 200 nM each of the respective forward and reverse primer, 2.5 µl of 10×PCR reaction buffer, 2 mM of MgCl_2_, 200 µM of dNTPs, 1 U of Taq (reagents from Fisher Scientific, Australia) and RNase free water (G Biosciences®, St. Louis, USA) to obtain a total reaction volume of 25 ml. PCR products were purified with the QIAquick Gel Extraction kit (Qiagen) and ligated to the pGEM®-T Easy vector (Promega, USA), with the transformed cells grown and selected as outlined in the manufacturer's guidelines. Colony PCRs were carried out on white colonies, using the M13 Universal forward and reverse primers (GeneWorks) added to the PCR reagents and volumes described above to obtain a total reaction volume of 25 ml. Colony PCR thermo cycling conditions were: initial heat step at 95°C for 5 min, followed by 25 cycles of denaturation at 94°C for 30 sec, annealing at 48°C for 30 sec and extension at 72°C for 2 min, with the final extension at 72°C for 10 min. Nested PCRs were performed on the amplified colony PCR products to verify the amplification of the correct gene product, using primers C1F and C2R for the crustacyanin subunit C inserts and primers A4F and A3R for the crustacyanin subunit A inserts, with the PCR reaction volumes and cycling conditions as described for the cDNA PCR amplifications above. Gene sequences obtained from the 3' and the 5' RACE cloning were sequenced by commercial services (Macrogen, Korea and Australian Genome Research Facility [AGRF], Brisbane) and the sequences aligned with Sequencher v4.1 (Gene Codes, USA) to obtain the full length crustacyanin subunit A and subunit C gene sequences. Full length coding sequences for crustacyanin subunit A (GenBank: HM370278) and crustacyanin subunit C (GenBank: HM370279) were submitted to GenBank and their respective deduced protein sequences determined with InterProScan (http://www.ebi.ac.uk/Tools/InterProScan/).

### Transcriptome sequencing

#### Sample preparation

*F. merguiensis* samples (n = 75) of varying body colouration, gender and size (1–45 g) were randomly collected from eight different grow-out ponds, the cuticle and muscle tissue excised and stored in RNA Later ^TM^ (Ambion, Austin, TX).

Total RNA from the muscle and cuticle of the samples was extracted with the RNeasy Plus Mini kit (Qiagen), RNA quality and quantity assessed (1.2% ethidium bromide stained RNA gel and testing the A_260_/A_280_ ratio) and the RNA pooled into one composite sample, from which mRNA was isolated with the Oligotex mRNA kit (Qiagen) as per manufacturer's instructions. The mRNA was concentrated with the RNeasy Mini Elute ^TM^ Cleanup kit (Qiagen) and the prepared sample sent to AGRF for Roche 454 next generation sequencing.

#### Analysis of sequence reads

Raw sequence reads were processed with the CLC Genomics workbench software version 4.7 (CLCBio, Denmark) by removing the adaptor sequences from the single reads and *de novo* assembly of the transcriptome data into contigs, retaining the standard parameters set by the CLC software. Analysis and functional annotation of the transcriptome reads was performed, using the blastn function of the Blast2GO software (http://www.blast2go.org/start_blast2go) with the parameters set automatically by the software and the NCBI database.

#### Transcriptome data analysis of additional prawn tissues

Additional *F. merguiensis* tissue samples from the androgenic gland, hepatopancreas, stomach, nervous system, eyestalk and male and female gonads were prepared for next generation sequencing, applying the same extraction and analysis protocol as described above for the cuticle/muscle tissue. The obtained sequences were examined for the presence or absence of crustacyanin subunit A and C genes in these tissues.

### Colour analysis of albino, light and dark *F. merguiensis*

#### General sample preparation

Cuticle tissue was dissected from the first abdominal segment of dark (n = 20), light (n = 20) and albino (n = 10) adult *F. merguiensis* prawns and stored in RNAlater ^TM^ (Ambion). The prawn samples were then defrosted on ice until they reached a temperature of approximately 4°C, after which they were steamed at about 100°C for 4 min. Once the prawns were cooled on ice, they were photographed with a DMC-LZ3 Panasonic digital camera, set on flash and mounted 25 cm above the prawns. Photos were taken in a dark room, with the prawns placed on a white background. The prawn samples were then individually frozen at −20°C for 15 to 20 h.

#### Visual colour analysis

Colour groupings were determined by comparing the photographs (Figure 1) taken from the cooked prawns with the *P. monodon* colour chart (courtesy Seafarm, commercially available: Aqua-Marine Marketing, Australia), concentrating on the segment between the second abdominal segment and the telsons/uropods. Photographs were uploaded onto one single computer for colour ranking by University staff (n = 6).

**Figure 1:**
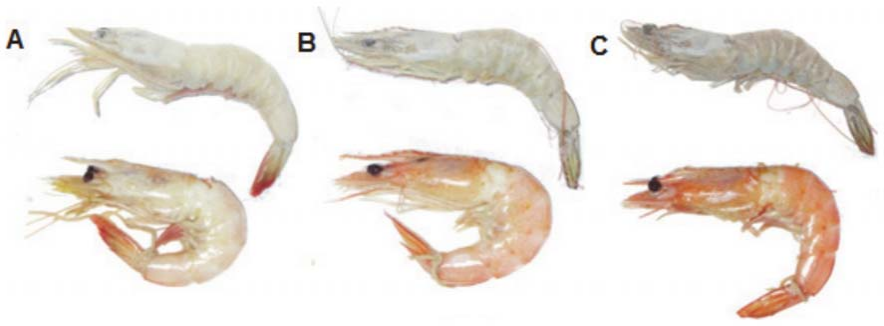
Example of cooked albino (a), light (b) and dark (c) *F. merguiensis* used in this study. Albino (a), light (b) and dark (c) prawns in the top row are uncooked, with a photo of the same animal after cooking directly below for comparison.

#### Microarray design

A custom 4×44K microarray (Agilent, USA) was developed, using the analysed singletons and contigs from the cuticle/muscle tissue transcriptome, with the sequences chosen for the microarray being at least 100 bp long. PolyA tails, ribosomal sequences (e.g. 18S or 28S), as well as sequences that shared high homology (above 80%) across the full length of the sequence with other ribosomal RNA were removed from the dataset used for microarray development. As the orientation of the sequences obtained from the 454 transcriptome analysis was not known, the reverse complement sequences of the cleaned singletons and contigs were added to the microarray dataset along with the full length cloned crustacyanin subunit A and C sequences. Four probes (60 bp long) per sequence were designed by eArray and 212 control probes/replicates (printed in replicate 10 times on each array) were chosen from this probe list. The custom microarray data has been deposited in NCBI's Gene Expression Omnibus [26] under the GEO Series accession number GSE30346 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30346).

#### Samples for microarray, quantitative PCR and pigment analysis

The mean and standard deviation values of the visual colour ranking results of the cooked light (n = 20) and dark prawns (n = 20) were statistically analysed (PASW Statistics 18) and the mean values sorted from the highest to the lowest number (excluding the 10 albino samples). Prawns with the 12 highest mean values (classified “dark” for the microarray experiment) and 12 lowest mean values (classified “light”) were chosen for hybridisation onto microarrays. For the samples classified “albino”, the 9 albinos with the visually palest perceived colouration were chosen. Random numbers were generated with Microsoft Office Excel 2007 (Microsoft Corporation, Australia) to randomly divide the samples into four groups each of their respective albino, light and dark colour. Each light and dark group was comprised of 3 prawns, whereas the 9 albino prawns were divided into three groups of two individuals and one group of three individuals. The same individual prawn samples were used for the microarray, qPCR and total astaxanthin analysis.

#### Sample preparation and hybridisation of microarrays

Total RNA from 20.0 mg of cuticle of the chosen dark (n = 12), light (n = 12) and albino (n = 9) *F. merguiensis* prawns was extracted with TRIzol® (Invitrogen Life Sciences). RNA integrity and purity was tested with gel electrophoresis (1.2% ethidium bromide stained RNA gel, Figure S1), NanoDrop2000 (A_260_/A_280_ ratio; Thermo Fisher Scientific) and a representation of the albino, light and dark samples were also tested with the 2100 Bioanalyzer (Agilent Technologies, USA), using the RNA 6000 Nano Chip kit (Agilent Technologies). Labelled complementary RNA (cRNA) was synthesised from 540 ng of total RNA, using the One-Colour Microarray-Based Gene Expression Analysis (Low Input Quick Amp Labeling) kit (Agilent Technologies) according to the manufacturer's instructions. For the cRNA synthesis, each individual of a group contributed equal amounts of total RNA, which was then pooled for each group. Labelled cRNA was purified with the Qiagen RNeasy kit (Qiagen) and its quantity and quality, as well as the dye incorporation determined with NanoDrop2000. Hybridisation of the sample groups was done as outlined in Figure 2. Lower amounts of labelled cRNA for Albino groups 2, 3 and 4 were due to low cRNA concentrations post labelling and purification. Hybridisation reactions and the wash steps were carried out as recommended in the One-Colour Microarray-Based Gene Expression Analysis (Low Input Quick Amp Labeling) protocol and the microarrays scanned with the GenePix 4000B Microarray scanner (Molecular Devices, California, USA). Scan parameters were 100% power, pixel size of 5 µm, lines to average: 1, focus position of 0 µm and channel green at 532 nm. The photomultiplier (PMT) gain of the scanner was set at 500 and then raised by 10 units every consecutive scan until 700 was reached. Each microarray scan was visualised with GenePix®Pro 6.0 (Molecular Devices, California, USA).

**Figure 2:**
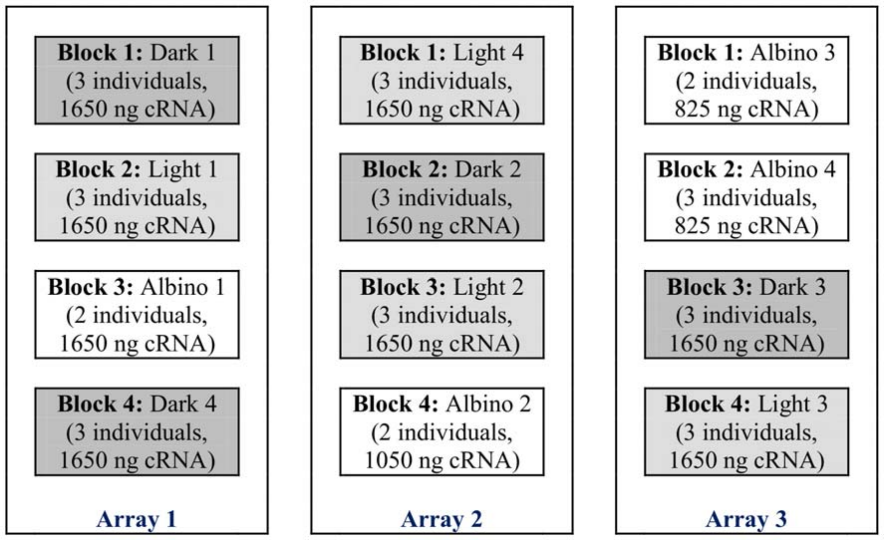
Hybridisation layout of the albino, light and dark groups across three 4×44K microarrays.

#### Microarray analysis of albino, light and dark prawns

For the analysis of the microarrays, scans with an approximate level of 1% supersaturation of spots were chosen. Scans were visualised with GenePix 6.0, and intensity values of foreground minus background were imported into GeneSpring GX 11.0 (Agilent Technologies). The arrays were then normalised and analysed with GeneSpring GX 11.0 to identify genes that were differentially expressed across the three colour groups. Normalisation was carried out using the GeneSpring GX 11.0 program with a threshold raw signal of 1.0, a percentile shift algorithm to 75th percentile, and no base line transformation. As lower amounts of total labelled RNA were used for the 4 albino sample groups, a K-means clustering analysis was performed on these samples to determine whether the albino data was normalised successfully. Unpaired t-tests were used to statistically analyse the normalised microarray data in GeneSpring GX 11.0. Because multiple single pair-wise hypotheses were tested, and this is known to inflate the experiment-wise probability of type I errors, we controlled for the expected false discovery rate (FDR) using the Benjamini and Hochberg procedure [27], with the significance level (α) for all statistical tests set at 0.05.

#### Sample preparation, primer design and validation for qPCR

cDNA was synthesised from 500 ng of total RNA from the 33 *F. merguiensis* samples and from 500 ng of pooled *F. merguiensis* cuticle tissue (reference sample) with the QuantiTect Reverse Transcription kit (Qiagen), including negative reverse transcriptions (-RT) for the reference sample and a representation (10%) of each colour group.

Gene specific primers were developed from the cloned full length coding sequences of crustacyanin subunit A (GenBank: HM370278) and subunit C (GenBank: HM370279) sequences of *F. merguiensis* with the Primer3Plus software (http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi) and synthesised by GeneWorks.

Validation of the gene specific primers (Table 2) by qPCR and melt curve analysis was performed with a Rotor-Gene 6000 thermal cycler (Corbett Research, Australia). The qPCR reactions were carried out on 1 µl of reference cDNA template, added to 5 µl of 2×SensiMix, 0.4 µl of EvaGreen dye (from SensiMix^TM^ HRM kit, Quantace, USA), 200 nM of forward and reverse primer, and RNase-free water for a total reaction volume of 10 µl. Reactions were performed in duplicates, including no template controls (NTCs) and –RT, with the following cycling conditions: initial holding step at 95°C for 15 min, then 40 cycles of 1) 95°C for 15 sec, 2) 60°C for 15 sec and 3) 72°C for 30 sec, with the last step set to acquire to Green. HRM (high resolution melting curve analysis) conditions for the qPCR were set to rise by 0.1°C each cycle from 70°C to 95°C, with acquiring on the HRM channel. Quantification and melt curve analysis was performed, using the Rotor-Gene 6000 software, version 1.7 (Corbett Research, Australia).

**Table 2:** Primer pairs for qPCR analysis of dark, light and albino *F. merguiensis* individuals.

Primer name	Primer sequence (5' → 3')	Tm (°C)	Amplicon size (bp)	Crustacyanin	Source sequence	Efficiency
SubA2F	CAG GGC AAG ATC TAC CCC ACA	64.5	175	subunit A	HM370278	0.957
SubA2R	GGG AGA ACA CGA AGC CGA AC	64.3				
SubC1F	TGC TGG CAC ATG GTA CGA AA	63.6	205	subunit C	HM370279	0.939
SubC1R	TGC CTC GTA GTC CAC GGA AA	64				

Standard curves for crustacyanin subunit A and C were prepared by PCR amplification of 175 bp and 205 bp long crustacyanin subunit A and C segments, respectively, using reference cDNA and primer pairs SubA1F and SubA2R (for subunit A) and primer pairs SubC3F and SubC2R (for subunit C) (Table 2). PCR amplification reactions were set up as initially described for the gene isolation, with the exception of using an annealing temperature of 60°C. Amplified products were purified, using the QIAquick PCR purification kit (Qiagen) and quantified with the NanoDrop2000 spectrophotometer. Copy numbers for both segments were calculated with the copy number calculator of the URI Genomics & Sequencing Center (http://www.uri.edu/research/gsc/resources/cndna.html), and a 20 point serial dilution prepared for both crustacyanin subunit segments. Both standard curves (for subunit A and C) were run in triplicates, along with triplicate –RT and NTCs for both primer pairs outlined in Table 2, using the qPCR parameters described above.

From the dilution curves produced for both crustacyanin subunits, the reaction efficiency (E) was calculated by the Rotor-Gene 6000 software, version 1.7 with the equation E = [10(−1/M)] −1, where M stand for the slope of the curve.

#### Absolute qPCR on albino, light and dark prawn individuals

Absolute gene expression levels of crustacyanin subunit A and C were determined by qPCR analysis, with all individual albino, light and dark cDNA samples, -RT and NTCs for each primer pair (Table 2) analysed in duplicates, and a melt curve analysis executed after each run. In order to control for inter run variability and to determine expression levels, each qPCR run contained one point of the respective standard curve in triplicate. qPCR reaction volumes, cycling parameters and melt curve analysis were as outlined above.

#### Determination of total astaxanthin levels in albino, light and dark prawns

Extraction of total astaxanthin from the 33 cooked albino, light and dark *F. merguiensis* prawns was based on the protocol described in Tume et al. [6]. Although Tume et al. [6] determined that about 95% of the pigment found in their test species (*P. monodon*) was astaxanthin and astaxanthin esters, a small amount of other carotenoids such as lutein may be included in the extracted pigment. Therefore, the extracted astaxanthin was termed “total astaxanthin”. All preparations and extraction steps were executed at 4°C, with the extractions and following absorbance measurements protected from the light to limit its effect on the photosensitive pigment.

The fifth abdominal segment of each cooked prawn sample was chosen for total astaxanthin extraction as this segment was least likely to have lost pigment during the cooking process. The segment and the attached pleopods were cut and weighed, and the exoskeleton carefully separated from the cuticle tissue, with both, tissue and shell used in the extraction process. A mixture of 0.05% butylated hydroxyl toluene (BHT) dissolved in 100% acetone (BioLab, Victoria, Australia) was used as a solvent to extract the pigment from the shell and tissue. Two overnight extractions (20 h and 22 h) were carried out with 10 ml of fresh solvent used in each extraction and the total solvent volume adjusted to a volume of 20 ml after the second extraction step. Absorbance readings were conducted on a UV-1800 Shimadzu UV spectrophotometer. A full range wavelength scan (350 nm to 750 nm) was carried out that confirmed the wavelength of 477 nm indicated in Tume et al. [6] for the total astaxanthin absorbance measurements. Duplicate measurements were carried out on each sample, using the 477 nm wavelength, and the mean absorbance and amount of total astaxanthin in µg/g of wet weight calculated.

#### Statistical analysis

In order to determine whether significant differences in pigment quantity and crustacyanin subunit A and subunit C gene expression levels existed between the three different colour groups (albino, light and dark), the non-parametric Kruskal-Wallis test with Bonferroni's correction was used to lower the risk of type I error. This test was chosen as the data violated the assumptions of normality (tested with Levene's and Shapiro-Wilk test). Furthermore, non-parametric Kendall's tau correlation analysis was carried out to determine whether a relationship existed between the two crustacyanin subunits A and C, as well as between the level of gene expression and the amount of total astaxanthin extracted from the tissue. All statistical analysis was performed using PASW Statistics 18 (SPSS Inc., Illinois) and the results reported as mean ±1 standard error, unless otherwise noted. The significance level (α) for all statistical tests was set at 0.05.

## Results

In this study, RNA extracted from *F. merguiensis* prawns was used to isolate the crustacyanin subunit A and subunit C gene sequences, genes that have been implicated in colouration in other crustaceans. Furthermore, *F. merguiensis* individuals of different colour intensities were analysed for their levels of gene expression (crustacyanin and other genes) in their cuticle tissue (endocuticle and outer epithelium), utilising three molecular approaches: next generation sequencing, microarrays and qPCR. Additionally, to obtain a broader picture of the factors involved in body colouration of *F. merguiensis*, astaxanthin was also extracted from the above differently coloured prawns and assessed in relation to the gene expression level of crustacyanin.

### Crustacyanin subunit A and C gene sequence isolation

Full length consensus sequences of crustacyanin subunit A and C were isolated by cloning and submitted to GenBank (GenBank: HM370278 and HM370279 for subunit A and C, respectively). Analysis of the deduced protein sequences determined that both belonged to the large lipocalin family and were 35% homologous with each other. All of the three structurally conserved regions (SCRs) unique to the lipocalin family were found in the deduced protein sequences for crustacyanin subunit A and C, as well as the three motifs with their conserved amino acid sequence (GxW in motif 1, TDY in motif 2 and R in motif 3) [28], [29] and six cysteine residues (Figure 3).

**Figure 3:**
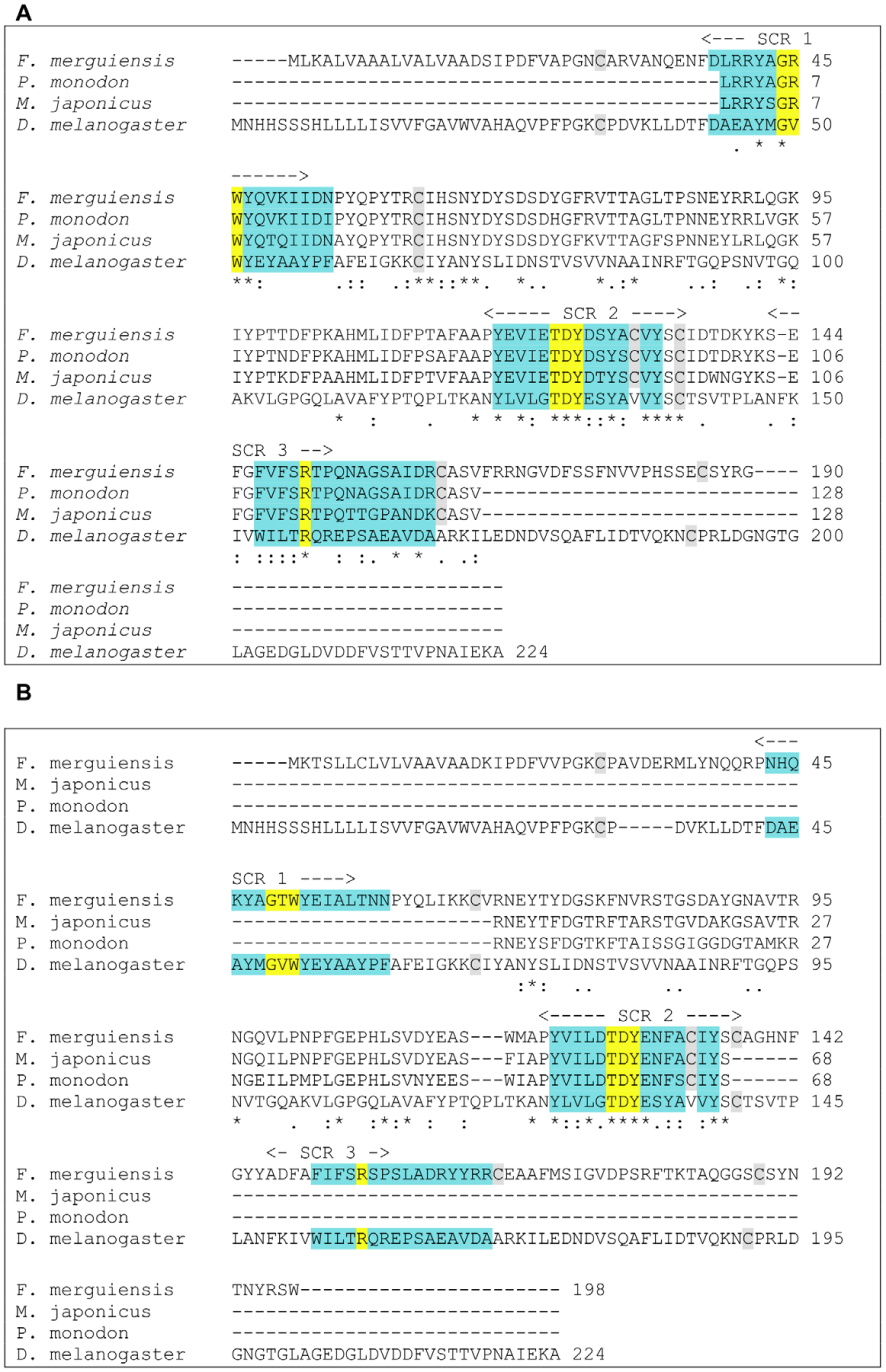
Protein alignment of lipocalins. *Drosophila melanogaster* neural lazarillo (GenBank: AAF51378) protein sequence aligned with **a)** deduced *F. merguiensis* crustacyanin subunit A protein sequence (GenBank: HM370278), partial *P. monodon* (GenBank: ACL37117) and *M. japonicus* (GenBank: ACL37116) crustacyanin subunit A protein sequences, and **b)** deduced *F. merguiensis* crustacyanin subunit C protein sequence (GenBank: HM370279), partial *P. monodon* (GenBank: ACL37123) and *M. japonicus* (GenBank: ACL37122) crustacyanin subunit C protein sequences. Blue highlighted segments correspond to motifs with the yellow inserts marking the conserved amino acids in these motifs. SCR stands for structurally conserved region, and grey highlights the six cysteine residues.

To determine the locations of these SCRs and motifs, sequences from the study by Flower et al. [29] were used as a guideline. The deduced crustacyanin protein sequences were also compared with two partial crustacyanin subunit A and C protein sequences (GenBank: ACL37122 and ACL37123 for *Penaeus monodon* and *Marsupenaeus japonicus*, respectively) and neural lazarillo (*Drosophila melanogaster*, GenBank: AAF51378), another kernel lipocalin (Figure 3). Sequence homologies between the full length protein sequences of *F. merguiensis* crustacyanin and the partial crustacyanin sequences from *P. monodon* and *M. japonicus* were 94% and 83% for subunit A, and 68% and 84% for subunit C, respectively, while comparison with the lazarillo protein sequence showed homology mainly in the motifs and SCRs.

### Transcriptome sequencing

#### mRNA expressed in muscle/cuticle tissue

Roche 454 sequencing of the muscle/cuticle tissue resulted in 54928 sequence reads of between 30–540 bp segment lengths, from which 1455 contigs (between 45 bp and 4568 bp length) and 4535 singletons were derived. Analysis of the 5990 unique sequences with Blast2GO showed matches to sequences in the National Center for Biotechnology Information (NCBI) database for 3586 of these unique sequences, with functional annotations added to these sequences by Blast2GO. Closer examination of the functions of these sequences revealed that a large proportion had a role in cellular or metabolic processes, functioned in binding or had some catalytic or structural activity. Of the annotated sequences, only 0.04% were crustacyanin subunit A and C sequences (Figure S2) that showed high homology to the respective crustacyanin subunits isolated in this study.

#### Crustacyanin transcripts expressed in other tissues

Analysis of the transcriptome data obtained from six other *F. merguiensis* tissues revealed that crustacyanin subunit A and C gene transcripts were also expressed in the hepatopancreas, eye stalk and nervous system. No crustacyanin gene expression was detected in the stomach, androgenic gland and male and female gonads.

### Microarray analysis of albino, light and dark prawns

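The cuticle of albino, light and dark prawns was compared on 12 single-channel arrays, 4 per colour group. They carried probes for both crustacyanin subunits, the carotenoid-binding proteins of the shell colour, for actin, myosin and other named genes, and for a large number of unannotated transcripts. The consensus sequence of crustacyanin subunit A was above background on all 12 arrays. Each array held 45220 spots with 40695 different probes, which represented 10177 sequences, most with 4 probes each. A sequence is a read, contig or clone in 1 orientation, and those of the opposite orientation carry the ending rev in their name. Reads with a gene name are given here without it, in the orientation with the higher signal unless the opposite strand is named. Gene names were given in the files for 303 of the 5162 reads, contigs and clones (5.87%), and Table 4 gives domains for 21 sequences. Each light and dark array received 1650 ng of labelled cRNA pooled from 3 prawns, while albino replicates 1, 2, 3 and 4 received 1650, 1050, 825 and 825 ng from 2, 2, 2 and 3 prawns. Light and dark prawns came from a single pond and were in intermoult, while albino prawns came from several ponds and moult stages. Differences of albino prawns on the arrays thus cannot be told apart from those of pond and moult stage.
The albino arrays were dimmer than the others, although their photomultiplier gain was higher on average. The gain was 550 to 610 on albino, 500 to 540 on light and 530 to 560 on dark arrays, so that it differed with colour. Spots above background (median foreground over the local background plus 2 SD) made up 15.2 to 26.3% of the albino arrays, 34.7 to 41.3% of the light arrays and 29.9 to 36.4% of the dark arrays. The 75th percentile of the background-corrected signal was 11 to 26 on albino arrays, 68 to 143 on light and 49 to 83 on dark arrays.

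**Figure D1:**
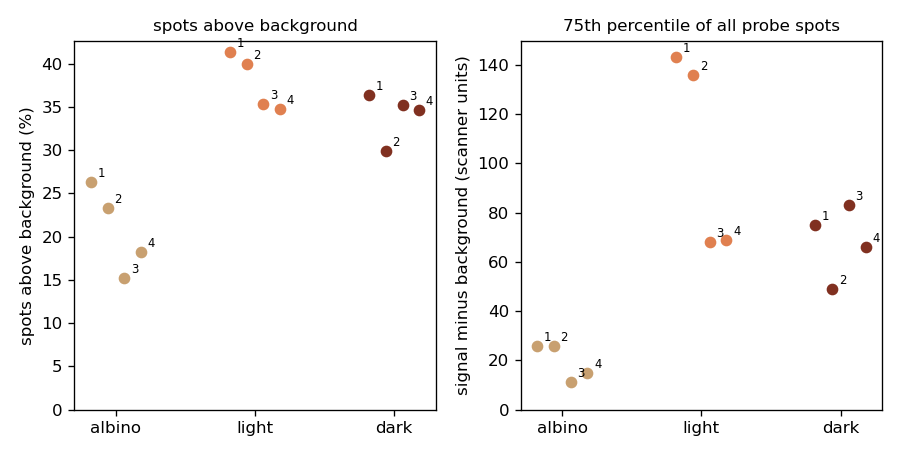
Percentage of spots above background and 75th percentile of the background-corrected signal on each of the 12 arrays, by colour group, with 1 point per array. All 4 albino arrays lie below all light and dark arrays in both panels.

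The authors deposited the mean foreground intensity minus the local background of every spot, without scaling between arrays. For the values reported, the local background was subtracted from the median foreground, each array was scaled to the same 75th percentile, values under 1 were set to 1, and log2 values were averaged over the spots of a probe and over the probes of a sequence. The groups were compared with limma on all 12 arrays, and p-values were adjusted over all probes or all sequences by the Benjamini-Hochberg method. After scaling, the median sequence was 0.74 (log2) higher in albino than in light prawns and 0.51 higher than in dark prawns, and log2 differences include this shift except where they are given relative to it. Simulated data had the spread of each probe pulled toward the median of all probes, and changes were set in probes above background in a group. There limma found 10.4% of 4-fold, 73.1% of 16-fold and 93.9% of 64-fold differences between albino and light prawns. For probes with a spread under that median, these shares may be too low. The number of arrays, 4 per group, limits the precision.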

Custom microarrays were used to compare gene expression levels in the cuticle tissue of albino (n = 4), light (n = 4) and dark (n = 4) *F. merguiensis groups*. For the microarray analysis, signal intensity values were corrected for background signal and the data normalised in GeneSpring GX 11.0 (Agilent Technologies). Due to the differing quantities of labelled albino cRNA (825 ng, 1050 ng and 1650 ng) being hybridised to the custom microarrays, the validity of the normalisation of the albino samples was assessed with a cluster analysis (k = 20). A k = 20 was chosen to increase the likelihood that the patterns observed reflect true patterns. 

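Some of the transcripts with the largest differences in albino prawns followed the amount of cRNA across the 4 albino arrays, in opposite directions. Contig1059rev, whose signal across all arrays had a correlation of 0.998 with a read named as possible 18S ribosomal RNA, had log2 signals of 2.33 and 3.88 at 825 ng, 9.58 at 1050 ng and 9.61 at 1650 ng. In contrast C1OK4, a read named as possible 28S or 18S ribosomal RNA, had 17.24 and 16.18, 13.17 and 10.99 at these amounts. BZ8ON, a read named as possible 16S ribosomal RNA of the mitochondrial ribosome, had 9.92 and 11.13, 7.03 and 6.06. CP026, with the domain of arginine kinase, which buffers ATP in muscle, had 7.40 and 7.59, 8.15 and 7.66. A86K5rev, the opposite strand of a read with the domain of cytochrome b of the respiratory chain, ranged from 12.93 to 13.63 in no order. Among probes without tied values, 9.45% rose with the amount of cRNA and 13.0% fell, where chance gives 8.33% for each, and without dim probes 18.4% rose and 8.22% fell. With a floor of 32 these were 16.4 and 9.67%, and among probes above background on all 4 albino arrays 12.8 and 11.2%. Without scaling between arrays, 18.6% rose and 4.54% fell. With normexp background correction, 34.6% of probes followed the amount in either direction, against 22.4% after subtraction of the background and 16.7% by chance. When the probes were grouped into 20 clusters by k-means, 1 cluster with 2.29% of probes rose with the amount, 3 clusters with 21.4% fell and 16 clusters with 76.3% did neither. The centres of the 3 falling clusters lay between log2 values of 0.23 and 4.81, so that these clusters hold mainly dim probes. Both 825 ng arrays lay on 1 slide and each other amount was used on 1 albino array, so that the amount cannot be told apart from the slide or the pooled prawns.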

Visual analysis of the expression profile clusters with respect to cRNA concentration indicated a successful normalisation, with gene expression levels of the four albino groups not following the concentration gradient (Figure S3). Therefore, any variation observed in the different albino clusters was considered to be the response to genuine differences in the gene expression level of the different albino groups and was not attributed to the different amounts of labelled cRNA hybridised to the microarrays.

A principal component analysis (PCA) was performed on the normalised microarray data in order to identify overall patterns across the albino, light and dark colour categories in the microarray data. 

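Albino prawns stood apart from light and dark prawns in overall gene expression, and over all probes the albino arrays differed the most among themselves. Part of this spread came from named genes. The log2 signal of CXPWY, a read named as a possible calcification protein of the cuticle, lay between 10.98 and 15.34 on albino arrays (SD 2.00, n = 4) and had an SD of 0.37 on light and 0.40 on dark arrays. Other sequences were tightly grouped in albino prawns, among them the zinc finger sequence CMRY6rev with an SD of 0.22 in albino, 0.76 in light and 0.33 in dark prawns. The median SD of a probe was 1.80 in albino, 0.916 in light and 0.866 in dark prawns, and 0.777 in albino prawns among probes above background on all 12 arrays. Euclidean distances over all probes averaged 536 between albino arrays (range 465 to 562), 527 between albino and light arrays and 489 between albino and dark arrays. The colour groups differed with a pseudo-F of 2.32 (R2 0.340, permutation p = 0.0017). In pairs, albino differed from light (pseudo-F 2.87) and from dark prawns (pseudo-F 2.27), both with an exact permutation p = 0.0286, the smallest that 4 arrays against 4 allow. Such a test responds to unequal spread as well as to position. The albino prawns came from several ponds and moult stages, so that neither the separation nor the spread can be assigned to colour alone. The first 3 principal components held 35.3, 14.8 and 11.8% of the variance. With normexp background correction, the mean distance between albino arrays was 148 and that between light arrays 167.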

The clusters observed in the 3-dimensional scatter plot of the PCA scores revealed that gene expression of the albino samples was distinctly different to the light and dark samples and tightly clustered within itself. 

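Single muscle-type reads varied between prawns of 1 colour, some more in light and others more in dark prawns. The myosin heavy chain read A91M1 had a log2 signal of 6.15 ± 1.99 (SD, n = 4) in light and 4.20 ± 1.42 in dark prawns, and the actin read A5P7N had an SD of 0.94 in light and 0.37 in dark prawns. The possible projectin AIAHT had 0.44 in light and 0.93 in dark prawns. AQEONrev, a sequence with a membrane transporter domain, had an SD of 1.32 in light and 0.41 in dark prawns. Over all probes, the mean distance was 312 between light arrays (range 253 to 389) and 286 between dark arrays (range 264 to 298). Among probes above background on all 12 arrays, the median SD was 0.738 in light and 0.447 in dark prawns. Whether these spreads differ was not tested. The light and dark groups themselves were not separated (pseudo-F 1.22, exact permutation p = 0.229).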

While the same pattern was seen for the dark samples, light samples appeared to be more broadly distributed, indicating that gene expression was potentially more varied in these samples (Figure S4). In order to visually confirm that position effects between microarrays (see hybridisation pattern in Figure 2) did not exist, an additional PCA ordination was plotted, identifying samples by their location on each hybridisation block on the microarrays. 

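Actin A5P7N, the unannotated read BIK9S and the ribosomal read C1OK4 kept the direction of their difference between albino and light prawns on each of the 3 slides. The actin read A5P7N was lower in albino than in light prawns by log2 values of -4.78, -4.43 and -3.91 on slides 1, 2 and 3, and BIK9S was higher by 9.44, 5.42 and 7.96. C1OK4 was higher by 1.69, 4.64 and 7.60, with the lower amounts of cRNA on slides 2 and 3. Contig1303rev, lower than in dark prawns over all arrays, differed from them by 0.30, -0.99 and -7.85, and did not pass with slide as a term (-3.25, adjusted p = 0.0855). With slide as a term in limma, the difference of A5P7N was -4.40 (adjusted p = 0.00103) and that of C1OK4 5.03 (adjusted p = 0.00267). Each colour group occupied all 4 positions of a slide, and position did not separate the arrays (pseudo-F 0.854, permutation p = 0.735). Slide did not separate them either (pseudo-F 0.993, permutation p = 0.425).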

Visual inspection of the PCA scatter plot showed that no obvious clustering was discernible based on position of each sample on the microarray (Figure S5), indicating that the observed clustering based on colour was genuine.

Statistical analysis of the normalised microarray data, using unpaired t-tests with *p*-values corrected using the Benjamini and Hochberg procedure enabled the identification of gene products that were significantly differentially expressed between the three different colour groups. To determine similarities between the single pair-wise comparisons of albino and light and of albino and dark (Table 3), gene products that were statistically significantly (*p*<0.05) and 4-fold or greater differentially expressed in at least three out of four probes (of multiple probes reflecting a single gene), were determined in the first instance. 

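No single crustacyanin, actin, myosin or respiratory chain sequence passed between light and dark prawns in limma. Crustacyanin subunit A was lower in light than in dark prawns by a log2 value of -0.73 (SE 0.78, n = 4 arrays per group, adjusted p = 0.999) and subunit C by -0.41 (SE 0.90). As lists, subunits A and C did not pass in camera in the brighter orientation (adjusted p = 0.214 and 0.539). Neither passed there with an estimated correlation (adjusted p = 0.803). With both orientations counted and the low preset correlation, they passed as lower in light prawns (adjusted p = 0.00476 and 0.00339). The sequences of a subunit overlap each other and do not count as independent. No estimated correlation is given for both orientations, so that no light and dark difference follows from this pass. Among transcripts with larger mean differences were the myosin heavy chain read A91M1 (1.96, SE 0.85) and actin read A5P7N (1.21, SE 0.62). The transporter sequence AQEONrev (-1.97, SE 0.60) was another. All of them had an adjusted p of 0.999 in limma. The arrays of A5P7N and AQEONrev did not overlap between light and dark prawns (exact permutation p = 0.0286, not adjusted), as was the case in 2.88% of all sequences, where chance gives 2.86%. No probe and no sequence passed an adjusted p of 0.05, neither in limma nor in the methods' t-test. At an unadjusted p under 0.05, limma found 974 probes and the methods' t-test 2071, of which 307 had a 4-fold difference. In simulated data for this comparison, limma recovered 1.49% of 4-fold and 68.7% of 16-fold differences, so that most simulated differences of 4-fold were missed. The simulated spread was pulled toward the median of all probes, so that these shares may be too low for probes with less spread.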

For light and dark comparisons (Table 3), no statistically significant differential gene expression was found. In order to observe potential underlying biological trends across the colour groups, probes displaying a 4-fold or greater differential expression pattern (but not statistically significant) in at least three out of four probes (of multiple probes reflecting a single gene) were depicted for the pair-wise light and dark comparison. 

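Few of the sequences with a 4-fold mean difference between light and dark prawns carried a gene name. The read A86K5, with the domain of cytochrome b, was higher in light prawns by a log2 value of 2.48 (SE 0.97, n = 4 arrays per group, adjusted p = 0.999). Its log2 signal was 7.79 on light replicate 2 and 3.49 to 4.23 on the other light arrays, so that much of this difference rests on 1 array. No sequence named as crustacyanin, actin or myosin was among those with a 4-fold mean difference. Only 1 of the 23 higher and 2 of the 28 lower in light prawns had a gene name, each as possible 18S ribosomal RNA. Such genes among the unnamed sequences cannot be excluded, and the paper lists probes of ribosomal RNA, myosin heavy chain and actin here. In all, 51 sequences had a 4-fold mean difference in at least 3 of their probes, 23 higher and 28 lower in light prawns. These sequences held 184 of the 687 probes with such a difference. The number of probes with such a difference was 1704 without light replicate 4, 1325 without light replicate 3, 1431 without dark replicate 3 and 420 without light replicate 2.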

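Actin, the filament protein of muscle and the cytoskeleton, was lower in albino prawns in the brightest actin sequences. Read A5P7N, named as possible actin, was 21.2-fold lower in albino than in light prawns (log2 -4.41, SE 0.62, n = 4 arrays per group, adjusted p = 0.000374) and 9.21-fold lower than in dark prawns (adjusted p = 0.00629). It was at least 15.8-fold and 6.84-fold lower with the 3 albino arrays that were not above background set to their lowest signal above background. C0173, with the actin domain, was 10.9-fold lower than in light (SE 0.59, adjusted p = 0.00105) and 8.67-fold lower than in dark prawns (adjusted p = 0.00629). The dim reads B8XIX (0.63 and 0.73), CJ2P2rev (0.14 and 0.24) and BXF2G (-0.62 and -0.06) did not pass in either comparison, where CJ2P2rev is the opposite strand of a read with an actin domain. Relative to all sequences, the median of these 5 sequences was -1.35 in albino against light and -0.57 against dark prawns. In limma's camera test with a preset correlation of 0.01 the first difference passed (adjusted p = 0.0338) and the second did not (adjusted p = 0.0876). Neither passed with an estimated correlation (adjusted p = 0.248 and 0.352), and with normexp background correction the first median was 0.039. The first difference did not pass without albino replicate 2 (adjusted p = 0.0679), and the second passed without dark replicate 2 or albino replicate 3 (adjusted p = 0.0427 and 0.0438). Adjusted over the list alone, the same number of members fell, 2 in each comparison, and the list follows genes that the study picked on these samples, so it is not independent evidence.
Some unannotated transcripts differed by large factors. BIK9S was 311-fold and B3JKI 177-fold higher in albino than in light prawns (log2 8.28 and 7.46) and 96.6-fold and 76.5-fold higher than in dark prawns. Without albino replicate 3, which had the highest signal of both, they were 129-fold and 72.0-fold higher than in light and 40.2-fold and 31.2-fold higher than in dark prawns. Without albino replicate 2, with the lowest, they were 649-fold and 385-fold higher than in light and 201-fold and 167-fold higher than in dark prawns. BFZOS and DY730, not above background on 2 and 3 of the albino arrays, were at least 16.6-fold and 9.80-fold lower than in light prawns and at least 7.32-fold and 4.49-fold lower than in dark prawns. Of all 10177 sequences, 405 were higher and 336 lower in albino than in light prawns by 4-fold in at least 3 probes, and 87 were higher and 133 lower than in dark prawns.
By probe, 3656 were higher and 1861 lower in albino than in light prawns, and 1380 and 804 than in dark prawns. The split depended on the scaling. With arrays scaled on the spots above background on all arrays, the share of called probes that were higher was 24.5 and 30.0%, in place of 66.3 and 63.2%. Normexp background correction gave 16.4 and 9.56%, and quantile normalisation gave 46.5 and 44.8%. Of the probes called higher, 31.0 and 25.7% were above background on all 4 albino arrays and 45.0 and 55.5% on none of them. Of those called lower, 91.1 and 90.7% were above background on all 4 arrays of the other group. Between albino and light prawns, 2818 probes were left without light replicate 1 and 3168 without light replicate 2. Between albino and dark prawns, none was left without dark replicate 2 or 3, 445 without dark replicate 1, 272 without dark replicate 4 and 1359 without albino replicate 3, and there were 4035 without albino replicate 1 and 3742 without albino replicate 2.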

Analysis of the albino and light, and albino and dark single pair-wise comparisons (Table 3) showed that 28.6% (albino and light) and 30.6% (albino and dark) of the statistically significant differentially expressed probes were found to be unannotated, and 26.4% and 40.6% of the probes, respectively, represented forms of actin (e.g. beta-actin, actin 2) that were found to be significantly down-regulated in albinos. 

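Arginine kinase, the enzyme that buffers ATP in crustacean muscle, was lower in albino prawns in 1 sequence and higher in the dimmer strand of the other. CP026, with the arginine kinase domain, was 6.32-fold lower in albino than in light prawns (log2 -2.66, SE 0.48, n = 4 arrays per group, adjusted p = 0.00134) and 5.33-fold lower than in dark prawns (SE 0.48, adjusted p = 0.00695). It was lower on every slide, by -3.64, -1.87 and -2.62 against light prawns. CP026 had correlations of 0.987, 0.982 and 0.997 with AY47U, CMRY6rev and CFFRCrev, which have other domains. Its fall therefore does not count as independent of theirs. The opposite strand CP026rev was lower as well (-3.52 and -2.80). Contig1137rev, with the same domain, was 19.8-fold higher in albino than in light prawns (adjusted p = 0.000487) and 8.45-fold higher than in dark prawns (adjusted p = 0.00888). Its log2 signal was 6.79, 7.77, 7.89 and 8.37 on albino replicates 1 to 4 and so rose as the amount of cRNA fell. It was lowest on light replicate 2 (1.77). CGC11rev and the opposite strands of EY81Y and DOEUC, dimmer strands of other genes, rose in the same order and were lowest on the same light array. Whether these rises are separate was not tested. Its opposite strand Contig1137, the brighter of the pair with a log2 signal of 14.86 in albino prawns, did not pass (0.83, adjusted p = 0.166, and 0.71, adjusted p = 0.273). The 2 contigs or reads together, each in its brighter orientation, did not differ from all sequences in camera (adjusted p = 0.360 and 0.285), and 1 fell when adjusted over the list alone. The call of CP026 against dark prawns did not pass with normexp background correction and quantile normalisation together (adjusted p = 0.0607). No sequence is named as sarcoplasmic calcium-binding protein in the files.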

Gene probes coding for sarcoplasmic calcium-binding proteins and arginine kinase/allergen Pen m comprised the next highest group of significantly differentially expressed probes in the albino and light, and albino and dark comparisons and were also significantly down-regulated in albino samples. Furthermore, probes that coded for troponin I and to a lesser amount myosin light chains were also found in both comparisons (both significantly down-regulated in albinos). 

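Some myosin and projectin sequences were lower in albino prawns, and others were not. AY47U, with the head domain of myosin, the motor of muscle contraction, was 6.69-fold lower in albino than in light prawns (log2 -2.74, SE 0.51, n = 4 arrays per group, adjusted p = 0.00149) and 5.28-fold lower than in dark prawns (adjusted p = 0.00885). BBZDD, named as possible projectin, an elastic protein of the muscle filaments, was 7.88-fold and 6.75-fold lower (adjusted p = 0.00500 and 0.0151), or at least 7.79-fold and 6.67-fold with the albino array that was not above background set to its lowest signal above it. The myosin heavy chain read A91M1 was at least 2.76-fold lower than in light prawns (adjusted p = 0.00341) and did not pass against dark prawns (-1.98, adjusted p = 0.100). AIAHT, a further possible projectin, fell against light prawns (-1.94, adjusted p = 0.0182), but it was not above background on any albino array and its difference was 0.15 with normexp background correction. DF8RV, a possible kettin, had differences of 0.04 and -0.40 and A5HDZ, a possible I-connectin, of 0.60 and 0.49, and neither passed. Of the 16 sequences named as myosin, projectin, kettin, I-connectin, ryanodine receptor or actinin, 5 rose and 4 fell against light prawns and 2 rose and 2 fell against dark prawns. Adjusted over the list alone, the counts were 5 and 4, and 4 and 2. None of those that rose was above background throughout, and the list did not differ from all sequences in camera (adjusted p = 0.762 and 0.954). The call of BBZDD against dark prawns did not pass without albino replicates 3 and 4 (-2.01, adjusted p = 0.101). No sequence in the files is named as troponin I or as myosin light chain.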

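Elongation factors, which carry tRNA to and along the ribosome, were lower in albino prawns in 2 reads. A7CID, named as elongation factor with its number truncated, was 3.37-fold lower in albino than in light prawns (log2 -1.75, SE 0.52, n = 4 arrays per group, adjusted p = 0.0175) and 3.33-fold lower than in dark prawns (adjusted p = 0.0303). EGLH3 was the brightest of them in 1 orientation, which did not pass (1.27, adjusted p = 0.0870, and 0.10, adjusted p = 0.912). Its dimmer strand, named as elongation factor 2, fell by log2 values of -3.24 (SE 0.58, adjusted p = 0.00133) and -2.66 (adjusted p = 0.00968), the second lost with normexp background correction (-0.41) and both with a floor of 32 (adjusted p = 0.113 and 0.381). CI9UK (-1.29 and -0.72) and AS05W (0.55 and 1.39) did not pass either. Against light prawns, EGLH3 passed as higher without albino replicate 3 or light replicate 3 (adjusted p = 0.0399 and 0.0418) and CI9UK as lower without light replicate 1 or albino replicate 2 (adjusted p = 0.0433 and 0.0472). In the brighter orientation, 1 of the 4 reads fell and the list did not differ from all sequences in camera (adjusted p = 0.372 and 0.370), and 2 and 1 of its members fell when adjusted over the list alone. With both orientations counted, the list passed in camera (adjusted p = 0.0378 and 0.0352), with medians of -1.29 and -0.72. The difference of A7CID from dark prawns did not pass without any 1 of dark replicates 1 to 4 (adjusted p = 0.0523, 0.0802, 0.0646 and 0.0793), without albino replicate 3 or 4 (adjusted p = 0.0747 and 0.0639) or with slide as a term (adjusted p = 0.0587), and that from light prawns did not pass without light replicate 2 (adjusted p = 0.0517). Under quantile normalisation neither passed (adjusted p = 0.0930 and 0.221). The files name no tropomyosin.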

Other probes found to be statistically significant differentially expressed (down-regulated in albinos) were tropomyosin (14.8% in albino versus light) and elongation factor 1α and 2 (5.6% in albino versus dark).

**Table 3:** Microarray probes differentially expressed across albino, light and dark prawns.

	Number of Probes differentially expressed across the single pair-wise comparisons		
Gene ID	Albino and Light	Albino and Dark	Dark and Light
arginine kinase/allergen Pen m	16	13	0
Crustin	0	0	3
elongation factor 1 alpha	0	7	0
elongation factor 2	0	3	0
heat shock protein 70	0	0	4
myosin heavy chain	0	0	5
myosin light chain	3	3	0
possibly integrin-linked protein kinase 2	0	0	3
possibly male reproductive related protein	3	0	0
possibly myosin light chain	0	3	0
possibly solute carrier family 25 (phosphate carrier)	0	0	3
ribosomal RNA	0	0	71
sarcoplasmic calcium-binding protein	15	19	0
slow muscle myosin S1 heavy chain	0	0	6
slow tonic S2 tropomyosin	21	0	0
some type of actin	48	73	3
Tropomyosin	6	0	0
troponin I	18	4	0
Unannotated	52	55	54
**Total**	**182**	**180**	**152**

This table summarises the results of the single pair-wise comparisons for ease of readability, and shows probes that were 4-fold or greater and statistically significantly (*p*<0.05) differentially expressed according to the individual pair-wise comparisons of albino and light, albino and dark, and 4-fold or greater but not statistically significantly differentially expressed between light and dark *F. merguiensis*, in at least three out of four probes. The comparison between light and dark, although not significant, was included to show potential underlying biological trends in the data.

To determine intersections between the genes found in any of the three single pair-wise comparisons (albino versus light, albino versus dark, light versus dark), genes that were found to be statistically significantly (*p*<0.05) and 2-fold and above differentially expressed (not statistically significantly differentially expressed between light and dark) were displayed in a Venn-diagram. This diagram used the individual results from the three single pair-wise comparisons and graphically highlighted specific gene probe sequences that could be found significantly differentially expressed in, for example, only the albino versus light comparison and the albino versus dark comparison, but not in the light versus dark comparison. While pair-wise comparison between light and dark samples was not statistically significantly differentially expressed, the results of the comparison were included in this diagram to determine potential underlying trends in the data. From the genes found in the four overlap areas of the Venn-diagram, only genes that had at least two probes per gene sequence were examined further. The results showed that the majority of the probes shared between the three single pair-wise comparisons were again either unannotated, or were genes encoding forms of actin or sarcoplasmic calcium-binding protein (Table S1). 

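Crustacyanin subunit A probes were lower in albino prawns than in both other colour groups. Of 826 probes that changed 2-fold against light and against dark prawns, but not between light and dark prawns, 79 were subunit A probes (9.56%), all of them lower in albino prawns. In all, 544 of these probes were lower and 282 higher in albino prawns. With arrays scaled on the spots above background on all arrays, 520 were lower and 91 higher. A further 1200 probes were shared by the comparisons of light prawns with albino and with dark prawns, 4 by those of dark prawns with albino and with light prawns, and 245 by all 3. Light and dark prawns were here compared by their 2-fold mean difference alone. With the methods' t-test and adjusted p-values, the 4 overlaps held 99, 59, 28 and 26 probes, in the same order. Without dark replicate 2 or dark replicate 3, no probe was left in the first overlap, and 99 were left without dark replicate 4. The share of subunit A probes was then 38.4%, and it was 29.1% without dark replicate 1 and 4.59% without albino replicate 2.
Both albino comparisons use the same 4 albino arrays. Their log2 differences had a correlation of 0.916 across sequences, which are not independent replicates, and data simulated without any effect gave 0.733 from the shared arrays alone. At an adjusted p under 0.05, 1298 sequences were higher and 400 lower in both comparisons, none in opposite directions, where independent comparisons would give 394 and 32.4. When 2 albino arrays were compared with light and the other 2 with dark prawns, the mean correlation was 0.617.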

Other probes identified in the overlap areas were from genes encoding QM protein, crustacyanin subunit A, cytochrome C oxidase, crustin, troponin I, tropomyosin, myosin heavy and light chain or arginine kinase/allergen Penm (Table S1). 

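The reads of the ribosomal QM protein and of 1 crustin were higher in albino prawns in their dimmer orientation, and a whey acidic protein and a lysozyme gene were lower. EY81Y, named as possible QM protein, had log2 differences of 0.85 from light (SE 0.50, n = 4 arrays per group, adjusted p = 0.172) and 0.23 from dark prawns (adjusted p = 0.745), and both were negative without scaling of the arrays (-1.57 and -1.64). Its opposite strand, the dimmer of the pair, was higher in albino prawns by 4.61 (SE 0.68, adjusted p = 0.000416) and 3.01 (adjusted p = 0.0106). The crustin read DOEUC, an antimicrobial peptide of haemocytes, was abundant in all groups (log2 14.55 in albino prawns) and did not pass (0.47 and -0.31), while its dimmer opposite strand was higher by 4.77 (adjusted p = 0.000614) and 3.07 (adjusted p = 0.0151). From albino replicate 1 to 4 the opposite strands of EY81Y (8.68 to 10.61) and DOEUC (6.17 to 9.00) rose as the amount of cRNA fell. They were lowest on light replicate 2, at 3.09 and 0.69. Contig1137rev and CGC11rev, dimmer strands with other domains, had the same order and the same lowest array, so that the rises may not be particular to these genes. On light replicate 2 the opposite strands of EY81Y and DOEUC were thus at their lowest. The other light arrays had 5.11 to 6.21 and 2.99 to 4.29. Without albino replicates 3 and 4, the rises of both opposite strands against dark prawns did not pass (adjusted p = 0.0859 and 0.166), nor did that of DOEUC without dark replicate 3 (adjusted p = 0.0511) or with the methods' t-test (adjusted p = 0.0525 and 0.0751). BXWCQrev, with the whey acidic protein domain that crustins share, was 5.00-fold lower in albino than in light prawns (log2 -2.32, SE 0.48, adjusted p = 0.00260) and 5.66-fold lower than in dark prawns (adjusted p = 0.00629). It was lower on all 3 slides, by -1.89, -3.43 and -2.30 against dark prawns. DFP6W, with the lysozyme domain destabilase, was 2.68-fold and 3.12-fold lower (adjusted p = 0.0262 and 0.0241), and neither call passed under quantile normalisation (adjusted p = 0.315 and 0.197). Its call against light prawns was also lost without albino replicate 4 or light replicate 3 (adjusted p = 0.0544 and 0.0538) and that against dark prawns without dark replicate 2, 3 or 4 (adjusted p = 0.0630, 0.0699 and 0.0587). CBAVU, a further possible crustin, did not pass (-1.21 and -1.73), except as lower than in dark prawns without albino replicate 1 (-2.32, adjusted p = 0.0329). The files name no cytochrome c oxidase.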

Crustacyanin subunit C probes were not observed in any overlapping comparisons.

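Crustacyanin subunit C, which pairs with subunit A to bind astaxanthin, was lower in albino prawns than in both other groups. Its consensus sequence was 22.3-fold lower in albino than in light prawns (log2 -4.48, SE 0.90, n = 4 arrays per group, adjusted p = 0.00237) and 29.7-fold lower than in dark prawns (log2 -4.89, SE 0.90, adjusted p = 0.00582). Without albino replicates 1, 2, 3 and 4 in turn, it was 38.4-fold, 13.9-fold, 12.4-fold and 39.0-fold lower than in light and 51.0-fold, 18.5-fold, 16.5-fold and 51.9-fold lower than in dark prawns. The albino replicates differed widely, with log2 signals of 7.37, 2.99, 2.49 and 7.40, while light arrays lay between 8.90 and 10.12. Albino replicates 2 and 3 were not above background for this sequence, and with both set to their lowest signal above background it was at least 11.4-fold and 15.2-fold lower. All light and dark arrays were above all albino arrays (exact permutation p = 0.0286 for each comparison). Of 10 subunit C sequences in their brighter orientation, 9 were lower than in light and 10 lower than in dark prawns, and 10 and 10 when adjusted over the list alone. In the overlap of the albino comparisons, 36 probes were of subunit C, all lower in albino prawns. With the methods' t-test and adjusted p-values there were 0, and the consensus sequence did not pass (adjusted p = 0.0881 and 0.0965). A further 6 subunit C and 2 subunit A probes lay in the overlap of the comparisons with light prawns, none of them lower in albino prawns.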

Unannotated probes from 56 gene sequences were detected in every single pair-wise comparison in a relatively high percentage and analysed with Pfam (http://pfam.sanger.ac.uk/) and InterProScan for signal peptides and protein domains. Of these genes, 23 did not have a known domain or a signal peptide, and 12 did have a signal peptide but no domain. However, as most sequences derived from the transcriptome analysis were most likely partial sequences, the absence of a signal peptide in this analysis does not necessarily indicate that the full length sequence might not contain one. The 21 gene sequences that contained a functional domain are listed in Table 4. Domain functions of these 21 gene sequences varied, with the main function appearing to be either a binding, transport, regulatory or catalytic role.

**Table 4:** Protein domains and functions of 21 unannotated gene sequences differentially expressed in the microarray analysis.

Transcriptome ID	Signal peptide	Domain type*	Domain function
A86K5	Absent	cytochrome b	- electron carrier activity - oxidoreductase activity
ANCWJrev	Absent	Peptidase_M14	- metallocarboxypeptidase activity - zinc ion binding
AQEONrev	Present	MFS_general_subst_transpt	secondary membrane transporter
AY47U	Present	myosin head	- motor activity - ATP binding
B11UPrev	Absent	fibrillar collagen	extracellular matrix structural constituent
BXWCQrev	Absent	WAP-4-diS_core	peptidase inhibitor activity
C0173	Absent	Actin	protein binding
C95Y3rev	Present	ATPase_P-typ_ion-transptr	- ATP binding - ATPase activity, coupled to transmembrane movement of ions, phosphorylative mechanism
CFFRCrev	Absent	MFS_general_subst_transpt	secondary membrane transporter
CGC11rev	Absent	pyruvate kinase	- magnesium ion binding - pyruvate kinase activity - potassium ion binding
CIQIV	Present	Chitin_bind_4	structural constituent of cuticle
CJ2P2	Present	actin zf-C2H2	- protein binding - zinc ion binding
CMRY6rev	Present	zf-C2H2	zinc ion binding
Contig 1137rev	Absent	ATP-gua_Ptrans	- kinase activity - transferase activity, transferring phosphorus-containing groups
Contig 1413rev	Absent	RNA-binding S4 Blue (type 1) copper protein	- RNA binding - copper ion binding - electron carrier activity
Contig 227rev	Absent	zf-CCHC	- nucleic acid binding - zinc ion binding
Contig 905rev	Present	MFS_general_subst_transpt	secondary membrane transporter
CP026	Absent	ATP-gua_Ptrans	- kinase activity - transferase activity, transferring phosphorus-containing groups
DFP6W	Absent	Destabilase	lysozyme activity
EBSXErev	Present	Ser/Thr_prot_kinase-like	- protein serine/threonine kinase activity - ATP binding
EY7U2	Absent	AA_TRANSFER_CLASS_2 Lipocalin like	transferase activity binding

These unannotated gene sequences were found to be statistically significantly (*p*<0.05) and 2- or 4-fold and greater differentially expressed in the single pair-wise comparisons of albino versus light and albino versus dark groups, but not statistically significant between the light and dark groups. 

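The sequences of Table 4 went in both directions in albino prawns. AQEONrev, a membrane transporter, was 27.3-fold higher in albino than in light prawns (log2 4.77, SE 0.60, n = 4 arrays per group, adjusted p = 0.000336) and 6.96-fold higher than in dark prawns (adjusted p = 0.00918). CGC11rev, with the domain of the glycolytic enzyme pyruvate kinase, was 23.4-fold and 7.30-fold higher (15.6-fold and 36.6-fold against light prawns without light replicates 2 and 3 in turn), while its opposite strand CGC11, the brighter of the pair, did not pass (0.44 and 0.12). ANCWJrev, a metallocarboxypeptidase that trims proteins, was 13.2-fold and 3.94-fold higher, and C95Y3rev, an ion-transporting ATPase, was 11.2-fold and 4.76-fold higher. CGC11rev had log2 signals of 10.69, 11.53, 11.59 and 12.42 and C95Y3rev of 7.12, 7.61, 7.82 and 8.84 on albino replicates 1 to 4. Both thus rose as the amount of cRNA fell, while AQEONrev and ANCWJrev followed no such order. Each of these sequences had its lowest signal on light replicate 2, as had Contig1137rev and the opposite strands of EY81Y and DOEUC. Among those lower in albino prawns, the fibrillar collagen B11UPrev of the extracellular matrix was 10.9-fold and 7.81-fold lower and the transporter CFFRCrev 6.15-fold and 4.88-fold lower. CFFRCrev had a correlation of 0.997 with the arginine kinase sequence CP026, so that its fall does not count as independent of that of CP026. EY7U2, a crustacyanin subunit A read with the lipocalin domain, was at least 1.95-fold and 2.70-fold lower. Of the 21 sequences, 9 were higher and 10 lower than in light prawns, and 7 and 10 than in dark prawns. The cytochrome b read A86K5 (-2.46 and 0.02) and the RNA-binding Contig1413rev (-0.86 and -1.17) passed in neither comparison, and the kinase EBSXErev (1.52) and the transporter Contig905rev (1.41) did not pass against dark prawns.
None of the 21 passed between light and dark prawns. The sequences were picked by the study on these samples, so that their number is not independent evidence. With the methods' t-test and adjusted p-values, 6 were higher and 10 lower than in light prawns and 4 and 9 than in dark prawns. Scaled on the spots above background on all arrays, 7 were higher and 12 lower, and 4 and 10. Without scaling, 3 were higher and 12 lower than in light prawns, and 0 and 11 than in dark prawns. The call of ANCWJrev against dark prawns was lost without each of albino replicates 2 and 4, light replicates 1 and 4 and dark replicates 1 to 4 (adjusted p up to 0.119) and with slide as a term (adjusted p = 0.0918), and that of C95Y3rev without dark replicate 3 (adjusted p = 0.0573).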

For ease of readability, protein domain results of the unannotated probes of each individual comparison were combined into one table.

* Abbreviations for domain types in Table 4: **ATP-gua_Ptrans**  =  ATP:guanido phosphotransferase, C-terminal catalytic domain; **zf-CCHC  = ** Zinc finger, CCHC-type; **WAP-4-diS_core**  =  Whey acidic protein, 4-disulphide core; **MFS_gen_subst_transpt**  =  Major facilitator superfamily, general substrate transporter; **Chitin_bind_4**  =  Insect cuticle protein; **AA_TRANSFER_CLASS_2**  =  Aminotransferase, class-II, pyridoxal-phosphate binding site; **Peptidase_M14**  =  Peptidase M14, caboxypeptidase D unit 2; **ATPase_P-typ_ion-transptr**  =  ATPase, P-type, K/Mg/Cd/Cu/Zn/Na/Ca/H-transporter; **zf-C2H2**  =  Zinc finger, C2H2-type; **Ser/Thr_prot_kinase-like**  =  Serine/threonine-protein kinase-like.

### Crustacyanin subunit A and C gene expression levels

As crustacyanin is known to be associated with crustacean colour, qPCR analysis was carried out on the individual albino (n = 9), light (n = 12) and dark (n = 12) *F. merguiensis* prawns used for the microarray analysis, to verify the crustacyanin expression results observed in the custom microarrays. Analysis of the standard curve showed that crustacyanin gene copy numbers below 38.66 and 137.62 (crustacyanin subunit A and C, respectively) could not accurately be measured with qPCR. Therefore, values below this threshold were considered “below detectable limit” and assigned a value half of the respective lowest detectable limit for the statistical analysis. Crustacyanin subunit A and C gene transcript expression in albino prawns was minimal and significantly lower than the expression levels of both subunits in light and dark prawns, while expression levels between light and dark prawns were not significantly different (Figure 4). Comparison of crustacyanin subunit A and C gene copy numbers in each individual prawn revealed that crustacyanin subunit A was predominantly expressed at a higher level than subunit C (Table S2).

**Figure 4:**
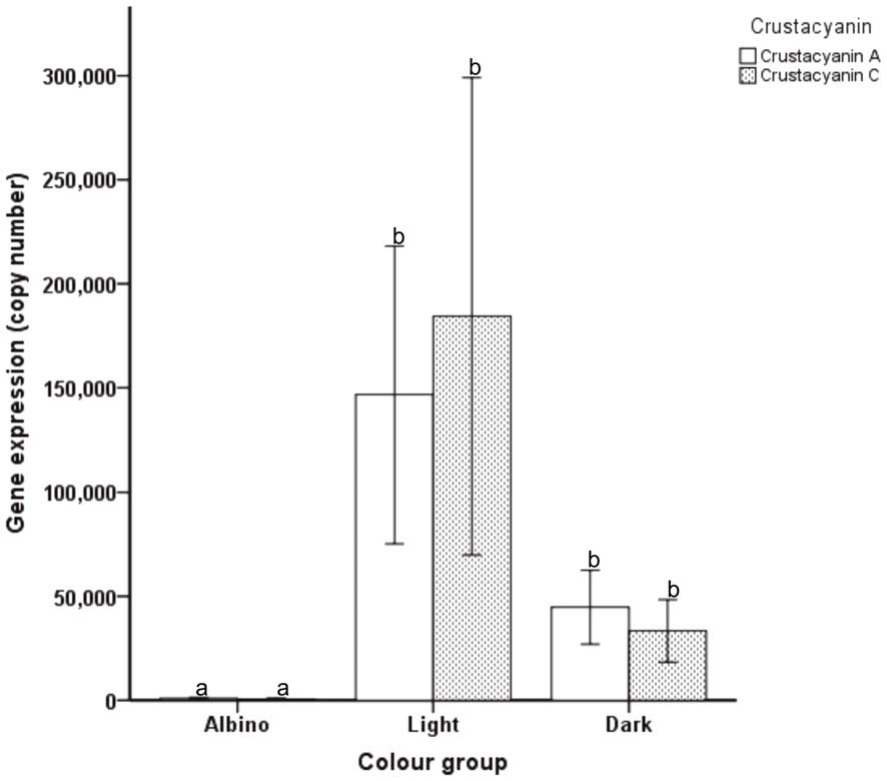
Crustacyanin subunit A and C gene copy numbers according to their colour groups (mean ± SE). Animals were separated into their respective colour groups (albino [n = 9], light [n = 12] and dark [n = 12]). Different superscripts (a, b) in the graphs represent significant differences (*p*<.05).

Correlation analysis of the qPCR data showed that the mean gene expression level of crustacyanin subunit A in albino, light and dark prawns was significantly positively correlated (*p*<0.01) with the mean copy number of crustacyanin subunit C in the same samples.

### Total astaxanthin analysis

Chemical extraction of total astaxanthin from the exoskeleton and cuticle of the 5th abdominal segment was carried out on the 33 prawns used in the above gene expression analyses. Statistical analysis of the mean levels of total astaxanthin isolated from albino, light and dark prawns verified that albino prawns contained significantly lower amounts of total astaxanthin than light or dark prawns, with no significant difference in total astaxanthin observed between light and dark prawns (Figure 5). Correlation analysis of the mean total astaxanthin values of each of the three colour groups showed that there was no significant relationship (*p*>0.05) between the mean total astaxanthin values and the mean copy numbers of crustacyanin subunit A and C of each colour group. However, when crustacyanin subunit A and C, and astaxanthin were analysed irrespective of prawn colour, a common pattern was observed. A scatter plot (Figure 6) showed that an increase in crustacyanin gene copy number did not seem to reflect an increase in total astaxanthin levels, with light and dark prawns grouping together, while the albino samples clustered separately. The same pattern was observed for both crustacyanin subunits.

**Figure 5:**
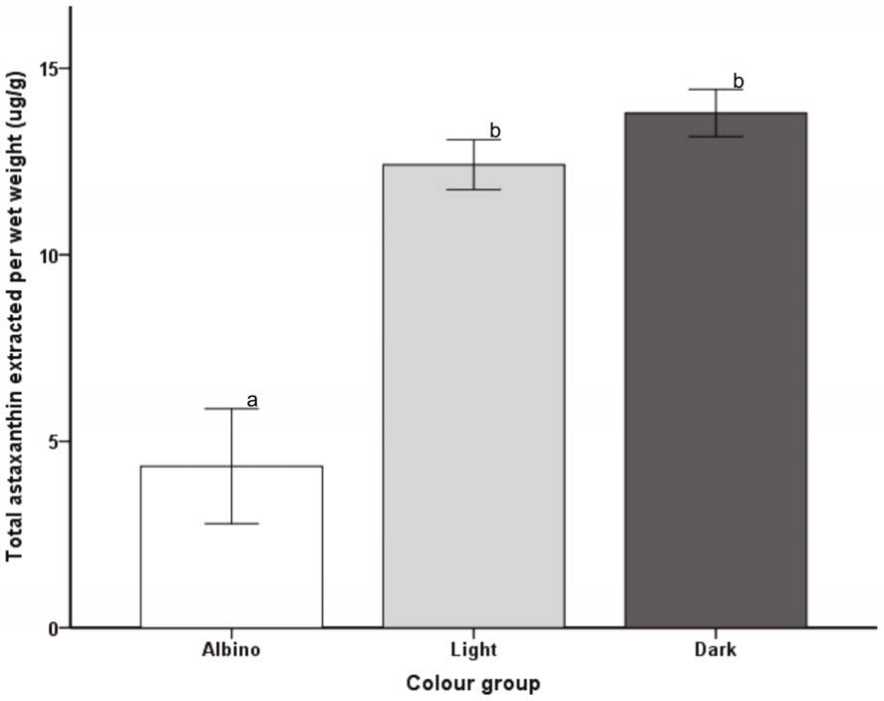
Total astaxanthin levels (mean ± SE) extracted from albino (n = 9), light (n = 12) and dark (n = 12) prawns. Pigment was extracted from the 5th abdominal segment of each of the 33 prawns. Different superscripts (a, b) in the graphs represent significant differences (*p*<0.05).

**Figure 6:**
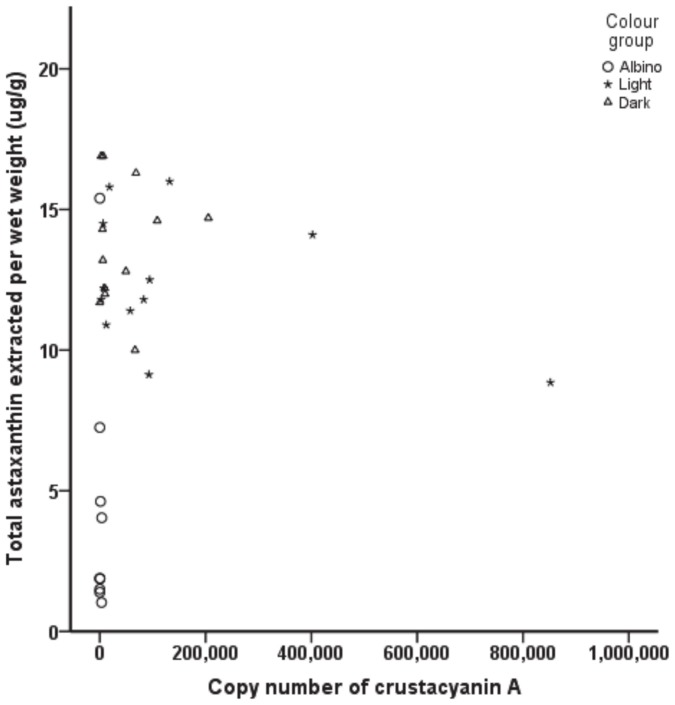
Scatter plot of crustacyanin subunit A and total astaxanthin levels. All colour groups were included into the scatter plot (0 = albino, 1 = light, 2 = dark), with crustacyanin subunit A and C showing the same pattern (subunit C not shown).

## Discussion

In this study, a combination of molecular and biochemical techniques, including qPCR, transcriptomics and custom microarrays were employed to improve our understanding of the factors involved in the colour variation observed between different individuals of *F. merguiensis*.

### Crustacyanin subunit A and C gene sequence isolation

Full length *F. merguiensis* crustacyanin subunit A and C gene sequences were successfully isolated. The coding nucleotide sequence isolated for crustacyanin subunit C was slightly longer (597 bp) than the sequence isolated for crustacyanin subunit A (573 bp). Analysis of the deduced protein sequences showed that both crustacyanin subunits contained the three SCRs and motifs with the conserved core amino acids (GxW, TDY and R) [30] typically found in proteins belonging to the kernel lipocalin family. Furthermore, the overall pattern of cysteine residues shared by proteins of the lipocalin family was also found in the *F. merguiensis* crustacyanin subunit A and C sequences, with the observed six cysteine residues having the potential to form three disulphide bridges. This is consistent with the literature which groups proteins that show one, two or all three SCRs and motifs into the lipocalin superfamily, with the kernel lipocalins encompassing proteins such as crustacyanin or retinol-binding protein that contain all three SCRs in their sequence [11], [31], [32]. In addition to the SCRs and motifs, conserved core amino acids of the three motifs can be found across the lipocalin group and are considered an important characteristic of this superfamily [11], [28], [29], [33]. Another characteristic of the lipocalin family is the presence of conserved cysteine residues (up to six residues) in the protein sequence [32], [33], which form disulphide bridges and have been found in the crustacyanin subunits isolated in this study (Figure 3) and in the subunits found in other crustacean species [11].

Alignment of the deduced *F. merguiensis* crustacyanin subunit A and C protein sequences with each other showed a similarity of 35% between the two sequences (Figure 3). This was consistent with other studies, which reported that protein sequence similarity in lipocalins is often not more than 30% [32]. Furthermore, Wang et al. [33] detected lipocalins that showed a similarity in protein sequence to other lipocalins (e.g. crustacyanin) of between 24% to 59%, and Cianci et al. [17] observed a 35% identity between the crustacyanin subunit A and C protein sequences isolated from a lobster species. Incidentally, Cianci et al. [17] also found that the crustacyanin subunit A protein sequence of their study was slightly shorter than the one for subunit C, as was observed for the *F. merguiensis* crustacyanin subunits in this study. These findings further confirm that the two isolated *F. merguiensis* crustacyanin subunits belong to the lipocalin superfamily, and more importantly, show the same characteristics of crustacyanin that have been observed in other studies.

### Transcriptome sequencing

Next generation sequencing was used in this study to assess the genes expressed in the muscle/cuticle tissue of *F. merguiensis* prawns. From this tissue, 54928 total sequence reads, with a read length of ∼30 to 540 bp were obtained through Roche 454 next generation sequencing, with the majority of the sequences having a length of approximately 250 to 450 bp. These results are quite typical of 454 next generation sequencing that has been reported to generate a large amount of sequence reads of roughly 300 to 400 bp length on average [34], [35].

The 1455 contigs and 4535 singletons generated from the 54928 total sequence reads were analysed with Blast2GO, and the results showed that around 40% of the unique sequences obtained were unannotated. This was expected, as crustacean sequences and functional information are limited compared to other model organisms. Examination of the overall distribution of functional annotations given to the 3586 unique muscle/cuticle transcriptome sequences by Blast2GO showed that the most predominant functional categories in this tissue were cellular and metabolic processes, as well as binding, catalytic and structural activity. This trend has similarly been observed in the transcriptome analysis of the greenhouse whitefly (*Trialeurodes vaporariorum*) [36] and the water flea (*Daphnia pulex*) [36]. Overall, this suggests that the transcriptome data obtained in the present study is an accurate representation of the genes expressed in the muscle/cuticle tissue of *F. merguiensis* prawns. Crustacyanin subunit A and C sequences comprised 0.04% of the 3586 annotated sequence reads from the next generation project and aligned strongly with the two sequences isolated through cloning. In addition to crustacyanin subunit A and C having been expressed in the muscle/cuticle tissue of *F. merguiensis*, both subunits were also detected in the transcriptome of the eye stalk, nervous system and hepatopancreas of this prawn species, with the transcript sequences bearing high homology to the two cloned sequences for subunit A and C. Complimentary to this study, Wade et al. [11] also isolated crustacyanin subunit A from the eye stalks, muscle and epithelial tissue of the lobster *Panulirus cygnus*.

While there did not appear to be any information in the literature regarding the functionality of crustacyanin subunit A and C in the eye stalk, nervous system or hepatopancreas, the lipocalin superfamily, to which crustacyanin belongs, is known to have a variety of functions. For instance, this family of proteins generally binds small, hydrophobic molecules, such as steroids, carotenoids or pheromones and also functions in cryptic coloration, immune regulation, cell growth, olfaction, cell homeostasis, development of the nervous system and binding to receptors on the surface of cells [28], [29], [31], [33], [37]. Whereas some of the lipocalins are believed to be very specific in the ligand they bind, most lipocalins can bind a wide range of ligands [38], therefore crustacyanin might not be limited to binding the carotenoid astaxanthin, but could potentially also be able to bind other molecules such as steroids, for example. For instance, apolipoprotein D, a lipocalin related to the insect bilin binding protein and crustacyanin subunit A1, is synthesised by cells in the central nervous system, where it is believed to function in nerve regeneration, signalling, metabolism and the transport of arachidonic acid [31], [39]. Other lipocalins expressed in the developing nervous system of *Drosophila melanogaster* and grasshoppers are Lazarillo and two Lazarillo-like lipocalins that aid in the development of axons and guide the direction of their growth [31], [32], [33], [38]. Considering the pleiotropic roles of lipocalins, it is possible that crustacyanin has a similar function to apolipoprotein D or Lazarillo in the nervous system of *F. merguiensis* prawns.

Crustacyanin detected in the transcriptome of the eye stalk of *F. merguiensis* could have a similar function as the lipocalins purpurin or lipocalin-type prostaglandin D synthase (L-PGDS). L-PGDS has been found in a variety of tissues, such as the brain, heart, testis and the retinal epithelial cells (pigmented) as well as iris and ciliary body epithelial cells (non-pigmented) [40], [41], and is the enzyme responsible for the production of the prostaglandin PGD_2_ in the eye which is believed to play an active role in retinal function. L-PGDS is also thought to function as a transporter for retinoids and other lipophilic molecules from the retinal pigment epithelium to the photoreceptor cells in the eye [40]. Similarly, purpurin binds and transports retinol; however, purpurin has also been observed to be involved in cell differentiation and adhesion, as well as the survival of the retinal epithelium and neurons. Purpurin was found to be expressed in the photoreceptor cells of the developing and regenerating fish retina, with an increase in protein expression observed between the second and fifth day of optic nerve regeneration and a higher purpurin protein expression level in the retina of fish during early embryogenesis compared to mature fish [42], [43], [44]. As lipocalins L-PGDS and purpurin appear to share a function as transporters, it could be possible that the crustacyanin subunits detected in the eye stalk tissue of *F. merguiensis* have a similar role.

Crustacyanin is likely to serve a similar purpose in the hepatopancreas, as in the prawn's cuticle tissue, for instance, by binding to the carotenoid astaxanthin. Astaxanthin is believed to have an additional role to crustacean pigmentation, by playing a part in crustacean and fish health due to the pigments' antioxidant properties [6], [21]. These antioxidant properties are thought to, for example, aid crustaceans and fish in the resistance to stress caused by hypoxia [45]. The hepatopancreas of decapods not only functions in food digestion, nutrient absorption, storage and metabolism, but also as an initial layer of immune defence [46], [47]. Jiang et al. [46] analysed the proteins expressed in the hepatopancreas of *Fenneropenaeus chinensis* prawns exposed to short-term hypoxia and the proteins that were observed to be up-regulated in their study included crustacyanin subunit C1, as well as carboxypetpidase B and chitinase. While the authors were unable to explain the importance of the finding that crustacyanin subunit C1 was up-regulated in the hepatopancreas of their experimental species [46], their findings linked into the results presented later by Pan et al. [45], who assessed the antioxidant capacity of fish fed with dietary carotenoids (astaxanthin and β-carotene) during a short-term hypoxia event and found that fish fed with a diet supplemented with carotenoids had a 56% lower superoxide dismutase level, as well as a decreased glutathione peroxidise and alanine transaminase activity than the control fish without the carotenoid supplements. These findings indicate that the carotenoids fed to the fish had an increased antioxidant capacity, which potentially led to a higher tolerance to hypoxic stress events in these animals. Together with the above study by Jiang et al. [46], this suggests that the crustacyanin expressed in the hepatopancreas could serve as astaxanthin collector or transporter of astaxanthin and β-carotene to the tissues most affected by a hypoxic stress event, thus contributing to the overall wellbeing of the prawn.

### Microarray analysis

While the next generation transcriptome data allowed us to gain an understanding and overview of the genes found in the *F. merguiensis* muscle/cuticle tissue, it was also used to create a custom microarray to determine genes differentially expressed across the cuticle tissue of light, dark and albino coloured *F. merguiensis* prawns. By employing custom microarrays, the vast transcriptome dataset obtained in the present study was scanned for potentially novel genes involved in the colouration process of *F. merguiensis* prawns.

Normalised microarray data were analysed and gene probes significantly differentially expressed between the three colour morphsidentified. Analysis was restricted to probes that showed a 2- or 4-fold and greater differential expression in the cuticle tissue in individual pair-wise comparisons between albino and light, albino and dark, and light and dark groups, while probes that were significantly different, but less than 2-fold differentially expressed between the three colour groups were excluded. This cut-off was chosen to increase the likelihood that the identified gene probes had a genuine biological role in the animals of one colour group, compared to those from another colour group. Furthermore, as hybridisation efficiency can vary between individual microarrays, and as varying amounts of labelled cRNA were used for the albino samples (850 ng for two groups, 1050 ng and 1650 ng for one group each), emphasis was put on normalisation of the data. In addition, while albino samples of different moult stages (late postmoult, intermoult and early to late premoult) were used in this study, moult stage did not appear to have had any confounding effects. For example, genes such as Uca ecdysteroid receptor (UpEcR) and retinoid-X-receptor (UpRXR) gene homologs found to be differentially expressed in the hypodermis of the fiddler crab *Uca pugilator* across the C_4_ through to D_1-4_ moult stages [48] were not found in this study. Moreover, gene products previously found to be differentially expressed across the crustacean moult cycle, such as mannose-binding protein, C-type lectin receptor, trypsin-like and chymotrypsin-like, carcinin-like, clotting protein precursor-like, hemocyanin [49] and cuticle proteins containing the PfamB_109992 and CBM14 domain [50], were not found to be differentially expressed in this study. 

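Clotting protein, which gels the haemolymph at wounds, was lower in albino prawns in some of its reads. CB3EG, named as clottable protein, was 3.88-fold lower in albino than in light prawns (log2 -1.95, SE 0.47, n = 4 arrays per group, adjusted p = 0.00666) and 3.31-fold lower than in dark prawns (adjusted p = 0.0217), and its opposite strand was lower as well (-2.69 and -2.49, the second lost without dark replicate 3 with adjusted p = 0.0500). C2MTQ, named as clotting protein, was at least 1.55-fold and 1.43-fold lower (adjusted p = 0.0224 and 0.0461). AEC20, a further clottable protein (0.07 and 0.11), and EW0ZV (0.37 and 0.50) did not pass. A Marsupenaeus japonicus hemocyanin probe set, for the oxygen carrier of the haemolymph, was higher (2.39 and 2.85), but it was not above background on any array. Of these 6 clotting and hemocyanin sequences, 2 rose and 2 fell against light prawns and 1 rose and 2 fell against dark prawns, with the same counts when adjusted over the list alone. The median difference was 0.22 and 0.30. The calls against dark prawns did not pass with slide as a term (adjusted p = 0.0550 for CB3EG and 0.0643 for C2MTQ). Both were also lost without any 1 of dark replicates 1 to 4 and without albino replicate 3 (adjusted p of CB3EG up to 0.0602 and of C2MTQ up to 0.116), and that of C2MTQ without albino replicate 1 or 4 or light replicate 1 or 4 as well. Against light prawns, C2MTQ did not pass without albino replicate 3 or light replicate 3 (adjusted p = 0.0533 and 0.0527). No other moult-linked gene that the paper lists is named in the files.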

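The cuticle protein read CIQIV, with a chitin_bind_4 domain, was not above background on any array in any colour group. Its log2 difference of 1.80 from light (SE 0.44, n = 4 arrays per group, adjusted p = 0.00717) and its rise against dark prawns (adjusted p = 0.0289) therefore rest on signal at the background. CXPWY, named as a possible calcification protein, which hardens the cuticle, was above background and 6.64-fold higher in albino than in light prawns (SE 0.72, adjusted p = 0.00995) and 5.14-fold higher than in dark prawns (adjusted p = 0.0324), or 3.50-fold and 2.71-fold without albino replicate 1. Chitinase 5 (A47KS, 0.97 and 1.28), the possible crustocalcin DZNDM (1.35 and 0.87) and BGI1E (-0.96 and -0.54) did not pass. Of these 5 cuticle sequences, 2 rose in each comparison, and 3 and 3 when adjusted over the list alone. The list did not differ from all sequences in camera (adjusted p = 0.372 and 0.285). Without scaling of the arrays neither CIQIV (0.38 and 0.33) nor CXPWY (0.31 and 0.49) passed. The call of CXPWY against dark prawns was lost without albino replicate 1 (1.44, adjusted p = 0.0578), albino replicate 3 (adjusted p = 0.0697) and each of the 4 dark replicates (adjusted p up to 0.0867). That of CIQIV was lost with slide as a term (adjusted p = 0.0521), without albino replicate 4 (adjusted p = 0.0638) and without each of the 4 dark replicates (adjusted p up to 0.0752).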

While the chitin_bind_4 domain (associated with cuticle proteins) [50] was found significantly differentially expressed between albino and light samples, it was not found differentially expressed in any of the other comparisons. More importantly, Kuballa et al. [50] noted that the chitin_bind_4 domain was up-regulated in intermoult when compared to early pre-moult. As light and dark samples of this study were in intermoult, it is therefore unlikely that the expression of chitin_bind_4 in our study was linked to moult cycle.

Examination of the overall distribution of the albino, light and dark colour categories with a PCA scatter plot (Figure S4) showed albino and dark samples to be tightly clustered within each group and distinctly different to each other, while the light samples appeared to have a broader distribution. This observation was consistent with the qPCR results of the present study where gene transcript expression levels of crustacyanin subunit A and subunit C in the albino samples were significantly different from the light and dark samples. Furthermore, correlating total astaxanthin amounts with crustacyanin gene expression levels irrespective of colour confirmed the pattern seen in the PCA scatter plot, with albino samples distinctly separate from light and dark samples (Figure 6). This indicates that while low levels of pigment and gene copy numbers appear to relate to the absence of colour (albino), high levels of pigment and gene expression did not seem to correlate with colour intensity (light and dark).

Analysis of the single pair-wise comparisons between albino and light, albino and dark, and light and dark showed an overall similar sequence distribution of differentially expressed genes (not statistically significant between light and dark, but added to identify underlying data trends across colours), with the highest number of 4-fold and greater differentially expressed probes found to be unannotated (28.6%–35.5%) or coding for forms of actin (2%–40.6%). As the Blast2GO analysis showed highly significant matches to a variety of actin forms (e.g. beta-actin, actin 2) for an individual *F. merguiensis* actin gene sequence, the term “forms of actin” was given to these gene products.

Down regulation of gene probes coding for forms of actin, sarcoplasmic calcium-binding protein, arginine kinase/allergen Pen m and troponin I was observed in albino prawns when compared to either light or dark prawns and appeared to play an important role in all three colour groups. This finding was confirmed, when the albino and light, albino and dark, and light and dark single pair-wise comparison results were combined into a Venn-diagram (Table S1) and were found to be 2-fold or greater differentially expressed across more than one colour group comparison.

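In their brighter orientation, muscle-type sequences above background fell or did not pass in albino prawns, and those that rose were not above background. Of all 23 actin, arginine kinase, myosin and other muscle sequences, 7 fell and 5 rose against light prawns and 5 fell and 2 rose against dark prawns. Above background in their brighter orientation were 10 actin, arginine kinase, myosin, projectin, kettin and I-connectin sequences. Of these, 7 fell against light prawns and 5 against dark prawns, and none rose in either comparison. Since the albino arrays were dimmer, that limit admits mainly sequences that are bright in light or dark prawns. Actin A5P7N and C0173, arginine kinase CP026, myosin AY47U and projectin BBZDD fell in both comparisons, and the median of all 10 was -2.70 and -2.19. Only CP026, AY47U and Contig1137, the opposite strand of the arginine kinase contig, were above background on all 12 arrays, and Contig1137 did not fall. CP026 and AY47U had a correlation of 0.987 across the 12 arrays, against a median of 0.812 and a 95th percentile of 0.947 for all pairs of the 319 sequences that fell in both comparisons. From the lower levels of actin, sarcoplasmic calcium-binding protein, arginine kinase and troponin I in albino prawns, the paper proposes that these genes have an important role in the 3 colour groups.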

As in this study, Mykles et al. [51] detected actin in the epithelium, and membranous and endocuticular layer of crab and lobster exoskeletons. The authors suggested that the epithelium of these crustaceans secreted actin, together with tubulin to enable the incorporation of these proteins into the extracellular matrix, where the proteins could function as stabilizers or organizers of the matrix. Other studies, however, suggest an additional function of these two proteins. Fingerman et al. [52], for instance, proposed that microtubules and microfilaments found in the fiddler crab *Uca pugilator* could play a role in the movement of pigment granules in the chromatophores of the animal. In their study, the authors used colchicines and cytochalasin B to disrupt the microtubules and microfilaments, and observed inhibition of pigment concentration and dispersion in ovarian erythrophores of the fiddler crab. Further studies appeared to have resulted in similar findings, as, for example, Beckerle & Porter [53] analysed granule movement in the erythrophores of the squirrelfish *Holocentrus ascensionis*, which the authors ascribed mainly to microtubules. However, there also appeared to be microtubule-independent movement that was believed to be due to actin microfilaments. Tuma & Gelfand [54] stated in their review of pigment granule movement in melanophores that both, microtubules and actin microfilaments played an important role in aggregation and dispersion of the pigment granules. Furthermore, they noted that the dispersion of the pigment granules and maintenance of this dispersed state required actin microfilaments. Research on pigment movement in retinal pigment epithelial cells coincides with the results obtained in chromatophores, as a study by Burnside et al. [55] suggested that dispersion of pigment granules in the retinal pigment epithelial cells was dependent on actin for the translocation of the pigment. Also, research carried out by McNamara & Ribeiro [56] indicated a potential role for actin in the slower phase of pigment aggregation.

With other research indicating that actin was necessary for pigment dispersion and maintaining this state in the animal [54], it is possible that the 2-fold and greater change in expression levels observed in gene probes coding for forms of actin in *F. merguiensis* prawns of this study reflected the colour, as well as the state of pigment dispersion or aggregation in these animals, as gene probes encoding actin were found to be down-regulated in albinos when compared to light or dark prawns. While expression levels of tubulin did not appear to have changed in these animals, it is possible that the amount of microtubules in the epithelium and exoskeleton of the *F. merguiensis* prawns did not change significantly, or that tubulin levels are regulated at the post transcriptional level. The findings of the involvement of microtubules and actin microfilaments in the movement of pigment could also explain the light and dark adaptation Tume et al. [6] observed in their study on the black tiger prawn *Penaeus monodon*, where the pigment was found to be aggregated in lighter environments, resulting in a lighter prawn than the prawns found in darker environments, where the pigment was shown to be dispersed.

Gene probes coding for troponin I, tropomyosin, sarcoplasmic calcium-binding protein, QM protein, arginie kinase and to a smaller extent, for myosin light and heavy chain also showed a 2-fold or greater change in expression level across the three colour groups in the microarray analysis of this study. The function of these proteins could potentially be linked to the action of actin in the cuticle tissue of *F. merguiensis* prawns of different body colouration. For example, in addition to the microtubules and microfilaments, different motors are thought to be important for the movement of granules in melanophores. Research has directed its focus so far on dynein and kinesin II as motors for pigment aggregation and dispersion, respectively. Also, myosin V is believed to be the motor that enables the transport of pigment across actin microfilaments, functioning in pigment dispersion [54], [56], [57]. Although neither dynein nor kinesin II were found to be 2-fold or greater differentially expressed across the three colour categories, small numbers of probes from myosin light and heavy chain genes were detected to be 2-fold and greater differentially expressed across the albino, light and dark prawns. 

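Dynein, the motor that carries pigment granules along microtubules, did not differ in albino prawns and its signal was not above background. AX58U, named as possible dynein, had log2 differences of 0.80 from light (SE 0.48, n = 4 arrays per group, adjusted p = 0.182) and 0.32 from dark prawns (adjusted p = 0.642). With normexp background correction it passed (0.93, adjusted p = 0.000126, and 0.62, adjusted p = 0.00734). Under that correction the median of all probes was 0.885 and 0.602 higher in albino prawns, and 8383 and 7797 of 10177 sequences passed. The difference of AX58U lay close to this general shift. The ryanodine receptor reads of the calcium store, DQU14 (1.53, adjusted p = 0.0290, and 1.44, adjusted p = 0.0548), AP5EB (0.70 and 0.38) and B03FX (0.09 and 0.44), were not above background throughout in albino prawns either. The files name no kinesin and no tubulin.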

As myosin V belongs to the myosin superfamily [58], [59], the 60 bp long probes of the microarray could have potentially shared sequence homology with other members of the superfamily that have already been annotated or are novel members of the family.

Genes encoding arginine kinase were also determined to be statistically significantly down-regulated in albinos when compared to light and dark prawns. Arginine kinase belongs to the phosphagen kinase family [60], [61] and functions as an enzyme, using arginine phosphate as a substrate to produce ATP from ADP. The produced ATP has a buffering effect by allowing maintenance of cell function over a short period of time when energy demand is higher than what oxidative phosphorylation can provide [62], [63], [64], [65]. As energy in form of ATP is needed for the transport of pigment (dispersion and aggregation), and potentially to maintain the dispersed state of the pigment granules, arginine kinase could play a role in temporarily providing the ATP necessary for this function.

Genes coding for QM protein, also found to be 2-fold and greater differentially expressed between the three colour categories, is thought to play a role in the immune system of invertebrates, but could also function in the actin cytoskeleton, as deletion of GRC5/QSR1, a homolog of the QM protein, resulted in an abnormal actin cytoskeleton [66]. Probes encoding troponin I and tropomyosin, two proteins directly associated with actin, were also identified to be 2-fold and greater differentially expressed across the albino, light and dark prawns. Both proteins are known to bind to actin filaments, where they are two of four proteins that regulate actin-myosin interactions, with the type of interaction dependent on the presence or absence of calcium [67], [68]. Genes encoding sarcoplasmic calcium-binding protein detected in the microarray analysis are also linked to actin and potentially to pigment motility, as this protein functions as a calcium carrier, moving the protein to where it is needed, mainly to stimulate contraction by permitting actin-myosin interaction [69]. Although speculative, the observed statistically significant and 2-fold or greater down regulation of sarcoplasmic calcium-binding protein expression in the albino prawns compared to the light and dark prawns could indicate that there were differences in calcium levels across the three colour categories that make it necessary to have increased or decreased amounts of this calcium carrier. This finding could be linked to reports in the literature that indicated a potential calcium involvement in the movement of pigment. For instance, Tuma & Gelfand [54] stated that increased intracellular calcium levels caused pigment aggregation, a pigment movement that was observed to be inhibited when no extracellular calcium was present. This was confirmed by Kotz & McNiven [57] that observed that an increase in calcium levels triggered the aggregation of pigment in erythrophores and an inhibition of aggregation when extracellular calcium was absent. Furthermore, the authors indicated that pigment dispersion relied on a decrease in calcium levels as well as an increase in cAMP levels. Considering the link between calcium levels and pigment aggregation, as well as dispersion, differential expression of the sarcoplasmic calcium-binding protein in the three different colour categories of the *F. merguiensis* prawns suggested that the movement of pigment in the chromatophore could function in a similar way as was observed for retinal pigment epithelial cells, melanophores and erythrophores.

Two elongation factors, elongation factor 1α and elongation factor 2 were other interesting genes found to be significantly down-regulated in the albino samples compared to the dark samples. While elongation factor 2 is specific in its function of regulating the elongation step in protein synthesis [70], elongation factor 1α appears to have a variety of functions. For instance, elongation factor 1α was indicated to have a role in cell proliferation along with zinc finger proteins, which were also found to be differentially expressed between the three *F. merguiensis* colour categories (Table 4). 

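Zinc finger sequences, which carry domains that bind nucleic acids or proteins, were lower in albino prawns in 2 of 3 cases. The third, CJ2P2, with a zinc finger and an actin domain, was higher by log2 values of 2.26 (SE 0.39, adjusted p = 0.00113) and 2.11 (adjusted p = 0.00603), but it was not above background on any array. CMRY6rev was 7.11-fold lower in albino than in light prawns (log2 -2.83, SE 0.49, n = 4 arrays per group, adjusted p = 0.00113) and 5.36-fold lower than in dark prawns (adjusted p = 0.00797). Contig227rev was 4.64-fold lower (SE 0.52, adjusted p = 0.00595) and 3.90-fold lower (adjusted p = 0.0198), or at least 3.83-fold and 3.22-fold with the 2 albino arrays that were not above background set to their lowest signal above it. With the brighter opposite strand CJ2P2rev in place of CJ2P2, the median of the 3 sequences was -2.21 and -1.96 (camera with preset correlation, adjusted p = 0.0338 and 0.0308, and with an estimated correlation 0.248 and 0.137). With both orientations counted, the list did not pass in camera (adjusted p = 0.164 and 0.499). Adjusted over the list alone, 2 fell in each comparison. The call of Contig227rev against dark prawns was lost without dark replicate 1 (adjusted p = 0.0530), dark replicate 3 (0.0571) and albino replicate 3 (0.0522). That of CMRY6rev was lost with normexp background correction and quantile normalisation together (adjusted p = 0.0722). No light and dark difference passed for these sequences (0.41 and 0.25, adjusted p = 0.999).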

Elongation factor 1α has also been shown to have an actin bundling, as well as a microtubule severing ability; however, the signals or mechanisms that trigger this switch between bundling and severing action have not been established [71]. Whether or not the different elongation factors, particularly elongation factor 1α, have any function in prawn colouration remains to be determined; however, as actin microfilaments and microtubules have been shown to facilitate pigment transport, it is possible that elongation factor 1α could be directly or indirectly associated with pigment transport.

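Crustacyanin subunit A, a carotenoid-binding protein of the carapace, was lower in albino prawns, by an amount that varied between the albino replicates. Its consensus sequence was 5.54-fold lower in albino than in light prawns (log2 -2.47, SE 0.78, n = 4 arrays per group, adjusted p = 0.0238) and 9.21-fold lower than in dark prawns (log2 -3.20, SE 0.78, adjusted p = 0.0147). Log2 signals of the albino replicates were 13.29, 10.82, 8.40 and 13.30, light replicates lay between 13.48 and 14.39 and dark replicates between 14.29 and 15.22. Without albino replicate 1 or 4 the fall was 8.48-fold or 8.49-fold against light and 14.1-fold in both cases against dark prawns, and without albino replicate 3 it was 4.55-fold against dark prawns. All light and dark arrays were above all albino arrays (exact permutation p = 0.0286 for each comparison). Within slides 1, 2 and 3, albino prawns differed from light prawns by -0.48, -3.11 and -3.20 and from dark prawns by -1.09, -4.40 and -3.79. With slide as a term, the differences were -2.40 and -3.05 (adjusted p = 0.0493 and 0.0370).

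**Figure D2:**
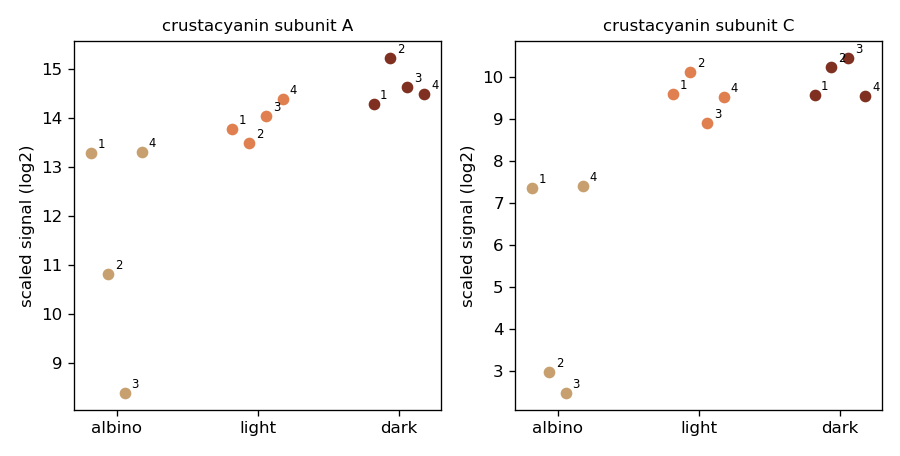
Log2 signal, scaled between arrays, of the consensus sequences of crustacyanin subunits A and C on each of the 12 arrays, by colour group, with 1 point per array. Albino replicates 1 and 4 lie closest to the light and dark arrays and albino replicates 2 and 3 lie farthest below them in both subunits.

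In their brighter orientation, all 17 subunit A sequences passed as lower in albino prawns in both comparisons, with a median of -3.12 and -3.90. In camera with an estimated correlation the list did not pass (adjusted p = 0.248 and 0.137). The sequences overlap each other and do not count as independent genes. The comparison of the consensus sequence with light prawns did not pass with a floor of 32 (adjusted p = 0.175), with the methods' t-test (adjusted p = 0.188) and in the limma fit without albino replicate 3 (-1.45, adjusted p = 0.0757), light replicate 1 (adjusted p = 0.0515) or light replicate 4 (adjusted p = 0.0513). The comparison with dark prawns did not pass with the floor (adjusted p = 0.125) or the methods' t-test (adjusted p = 0.153).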

While a variety of gene products were found to be differentially expressed between albino, light and dark prawns, crustacyanin subunit A was only detected in 2.9% of the probes that were 2-fold or greater and statistically significantly down-regulated in the albino prawns compared to the light and dark prawns. These findings correlate with the results of the qPCR experiment of this study, where significantly lower crustacyanin subunit A gene copy numbers were found for the albino samples than for the light or dark prawns (Figure 4). Furthermore, individual gene expression levels of crustacyanin subunit A were predominantly higher than gene expression levels for subunit C, which has also been observed in the microarray analysis, were crustacyanin subunit A but not subunit C was detected in the 2-fold and greater differentially expressed probe list. 

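On the arrays, the consensus sequence of subunit A had a higher signal than that of subunit C in every colour group. The mean log2 signal of the subunit A consensus sequence was 11.45 ± 2.35 (SD, n = 4) in albino, 13.92 ± 0.38 in light and 14.65 ± 0.40 in dark prawns. The subunit C consensus sequence had 5.06 ± 2.69, 9.54 ± 0.50 and 9.95 ± 0.47. Averaged over all sequences named as each subunit, the order was the opposite, and subunit C was higher on every array. Its mean log2 signal was 4.30 against 4.12 for subunit A on albino replicate 3. It was 10.97 against 9.53 on light replicate 1 and 12.1 against 10.6 on dark replicate 2. Signals of different probes also depend on how well each probe binds, so that such levels are not amounts of RNA.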

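Crustacyanin subunits A and C were lower in albino prawns in almost all of their sequences in the brighter orientation. Over these 27 sequences, the median log2 difference was -3.33 against light and -3.96 against dark prawns, and 26 and 27 of them passed as lower. With both orientations counted, 28 of 34 subunit A and 14 of 20 subunit C sequences were lower than in light prawns and 4 and 3 were higher. With estimated correlation in camera, this group did not pass (adjusted p = 0.248 and 0.137). Across 30 settings of the processing and arrays left out, the difference of the subunit A consensus sequence from light prawns lay between -1.45 and -4.89 and passed in 23, and that from dark prawns lay between -2.18 and -5.08 and passed in 28. The subunit C consensus sequence lay between -2.52 and -6.66 against light and between -2.82 and -6.53 against dark prawns, and passed in 29 of the settings in each comparison. Without albino replicate 3, the smallest fall of subunit A, the difference was 2.74-fold from light prawns.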

Considering that crustacyanin subunit A and C are known to be important for colouration in crustaceans, it was interesting to observe that there was a 2-fold or lower change in expression level of the crustacyanin subunit A and C genes between the three *F. merguiensis* colour categories, compared to gene products such as the various forms of actin, troponin I or arginine kinase. These differences in expression levels could be caused by one of two factors. Either, only slight changes in the expression levels of crustacyanin subunit A and C maybe biologically significant and could cause a change in prawn colouration. Alternatively, crustacyanin subunit A and C genes might only be responsible for a small change in prawn colour, with other factors having a stronger influence on prawn colouration. The latter is supported by a study carried out by Wade et al. [72] that showed a difference in free astaxanthin levels, but not in crustacyanin gene expression levels, when prawns of different colour intensity were compared. In this study colour change was induced in *P. monodon* by exposure to either a light or a dark background and a consistent difference in colour intensity was detected; however, regulation of this adaptive colour response was not observed at the gene expression level.

### qPCR colour analysis and total astaxanthin determination

Crustacyanin subunit A and C gene transcript expression levels in the cuticle tissue of the examined 33 *F. merguiensis* prawns were determined with qPCR, using gene specific primers for both subunits that were designed from the cloned sequences of crustacyanin subunit A and C. Results of the qPCR experiment revealed that both, crustacyanin subunit A and C gene expression levels in albinos were significantly lower than in light or dark prawns, as was expected (Figure 4).

Correlation analysis of the crustacyanin subunit A and C gene transcript expression levels of the albino, light and dark prawns revealed a significantly positive relationship between the expression levels of the two subunits across the three different body colourations. This was expected, as the literature indicated that both subunits, crustacyanin subunit C (type 1) and crustacyanin subunit A (type 2) are needed to form a β-crustacyanin heterodimer, with both subunits sharing two astaxanthin molecules. Eight of these β-crustacyanin heterodimer would then bind together to form α-crustacyanin [9], [11], [17], [19]. A study that quantitatively analysed the expression of a gene similar to crustacyanin was carried out in white and red western rock lobsters (*Panulirus cygnus*) and found that there was no difference in gene expression between the two colour groups [73]. This suggests a potentially different physiological mechanism associated with the migratory phase of the juvenile western rock lobster (red to pale pink [termed white phase] colour change), when compared to the *F. merguiensis* prawns of different body colouration analysed in this study.

In addition to the determination of crustacyanin subunit A and C gene transcript expression levels in albino, light and dark prawns, levels of total astaxanthin were also assessed in the same 33 *F. merguiensis* prawns. Results of the total astaxanthin extraction and spectrophotometric analysis showed significantly lower amounts in albinos compared to light or dark prawns, with no significant difference in total astaxanthin levels found between light and dark prawns. Similar to the findings of this study, Wade et al. [13] correlated the total amount of carotenoids found in the western rock lobster shell and epithelium with the colour of the lobster shell, with lower levels of carotenoid found in the white lobster and higher levels in the red lobster. Tume et al. [6] on the other hand, determined that the quantity of astaxanthin extracted from *Penaeus monodon* prawns could not be closely associated with the visually observed colour of these prawns. Tume et al. [6] however, used pre-cooked commercial prawns and did not include albino prawns, which therefore make it difficult to compare directly to the results observed here.

## Conclusions

Analysis of albino, light and dark samples in this study gave an insight into potentially important factors contributing to the differences in colour intensities seen in *F. merguiensis* prawns. Gene expression analysis using qPCR and total astaxanthin extraction showed a significant difference of crustacyanin subunit A and C gene transcript expression and total astaxanthin levels in the albino compared to the light and dark samples. Additionally, microarray analysis identified gene products such as sarcoplasmic calcium-binding protein, arginine kinase and various forms of actin to be gene products that were differentially expressed and therefore appear to play a role in colour formation in *F. merguiensis* prawns and warrant further investigation. Furthermore, closer examination of the correlation between total astaxanthin and crustacyanin subunit A and C indicated that a decrease in gene and pigment levels seems to be associated with an absence of colour (albino) but not colour intensity (light and dark). Moreover, additional studies concerning genes identified in the microarray analysis will contribute to advances in the knowledge of the biology and regulation of colouration in crustaceans.

## Supporting Information

Figure S1 **RNA gel picture of the albino, light and dark prawns analysed in this study.** RNA gel visualisation of total RNA extracted from the cuticle tissue of the examined albino (ID# 173–177 and 180–183), light (ID# 1, 3, 6, 7, 14, 15, 19, 20, 22, 24, 25 and 91) and dark (ID# 11, 30, 86-88, 90, 93, 95, 97, 101, 104 and 109) *F. merguiensis* prawns.
(PDF)

Figure S2 **GO annotations for 3586 annotated** ***F. merguiensis*** **muscle/cuticle genes.** Pie charts of a) molecular function (level 2), b) cellular components (level 3) and c) biological processes (level 2) of the annotated genes found to be expressed in the muscle/cuticle tissue. Blast2GO software was used for gene annotation.
(PDF)

Figure S3 **K-means (k = 20) cluster analysis performed across the albino groups.** Vertical axis depicts normalised intensity values, horizontal axis shows the three different cRNA amounts (2×825 ng, 1050 ng and 1650 ng) used in the hybridisation reaction of the four albino sample groups, with the lowest concentration on the left and the highest on the right. Three of the albino groups were each comprised of cRNA from two pooled individuals, while the fourth albino group had three individuals contributing to the total cRNA amount (825 ng) for the hybridisation reaction.
(PDF)

Figure S4 **Principal component analysis (PCA) on albino, light and dark groups.** The PCA plot shows the overall pattern of distribution of the four albino (red circles), four dark (blue circles) and light (brown circles) prawn colour groups. Component 1 is shown by the x-axis (44%), component 2 by the y-axis (22%) and component 3 by the z-axis (19%). Percentages in brackets are the variance explained by each axis.
(PDF)

Figure S5 **Principal component analysis (PCA) based on position of each block on the microarrays.** The PCA plot shows the overall pattern of distribution of each of the hybridisation blocks on each of the three microarrays. PCA ordination was plotted with GeneSpring GX 12.5 (Agilent Technologies), depicting the relationships among samples on the basis of their respective locations on the microarrays: Block 1 (red circles, n = 3), Block 2 (blue circles, n = 3), Block 3 (brown circles, n = 3), and Block 4 (grey circles, n = 3). Component 1 is shown by the x-axis (explains 34% of the variation), component 2 by the y-axis (explains 12% of the variation) and component 3 by the z-axis (explains 10% of the variation).
(PDF)

Table S1 **Mutual expression profile of microarray probes differentially expressed across albino, light and dark prawns.** Table shows probes that were found in the overlap areas of a Venn-diagram that graphically highlighted specific gene probes found in more than one of the single pair-wise comparisons (albino versus light, albino versus dark and light versus dark). The probes were found to be 2-fold or greater and statistically significantly (*p*<0.05) differentially expressed between albino and light and albino and dark *F. merguiensis* in at least two out of four probes. Results of the single pair-wise comparison of light versus dark, although not statistically significant, were included into the Venn-diagram and successive table to examine potential underlying biological trends.
(PDF)

Table S2 **Individual crustacyanin subunit A and C copy numbers of the albino light and dark prawns.** Mean individual copy numbers for each *F. merguiensis* prawn were determined with absolute qPCR, with each sample run in duplicate.
(PDF)

# Supplementary material for: Molecular Characterisation of Colour Formation in the Prawn Fenneropenaeus merguiensis
**Source:** PLoS One. 2013 Feb 18;8(2):e56920. doi: 10.1371/journal.pone.0056920
**Supplement:** Table S1 — Mutual expression profile of microarray probes differentially expressed across albino, light and dark prawns. Table shows probes that were found in the overlap areas of a Venn-diagram that graphically highlighted specific gene probes found in more than one of the single pair-wise comparisons (albino versus light, albino versus dark and light versus dark). The probes were found to be 2-fold or greater and statistically significantly (p<0.05) differentially expressed between albino and light and albino and dark F. merguiensis in at least two out of four probes. Results of the single pair-wise comparison of light versus dark, although not statistically significant, were included into the Venn-diagram and successive table to examine potential underlying biological trends.

	Number of probes differentially expressed and common only between the below comparisons			
Gene ID	Dark & Light and Albino & Light only	Dark & Light and Albino & Dark only	Albino & Dark and Albino & Light only	Common to all three comparisons
arginine kinase/allergen Pen m	0	0	14	0
crustacyanin A	0	0	4	0
crustin	0	2	0	0
cytochrome c oxidase subunit I	2	0	0	0
male reproductive related protein	5	0	0	0
mitochondrion	2	2	0	0
myosin heavy chain	2	0	0	0
myosin light chain	2	0	0	0
myosin light chain or calmodulin	0	0	2	0
QM protein	2	0	2	0
ribosomal RNA	2	0	0	0
sarcoplasmic calcium-binding protein	2	0	17	3
some type of actin	0	4	44	12
tropomyosin	0	0	7	0
troponin I	18	0	3	0
uannotated	28	20	45	9
**Total**	**65**	**28**	**138**	**24**

# Supplementary material for: Molecular Characterisation of Colour Formation in the Prawn Fenneropenaeus merguiensis
**Source:** PLoS One. 2013 Feb 18;8(2):e56920. doi: 10.1371/journal.pone.0056920
**Supplement:** Table S2 — Individual crustacyanin subunit A and C copy numbers of the albino light and dark prawns. Mean individual copy numbers for each F. merguiensis prawn were determined with absolute qPCR, with each sample run in duplicate.

**ID #**	**Colour**	**Crustacyanin subunit<br>A copy number**	**Crustacyanin subunit<br>C copy number**
173	Albino	1267.15	861.02
174	Albino	134.58	137.64
175	Albino	142.43	68.81
176	Albino	19.33	68.81
177	Albino	3345.61	530.31
180	Albino	19.33	68.81
181	Albino	3620.55	3724.27
182	Albino	19.33	68.81
183	Albino	19.33	68.81
1	Light	131984.84	230218.37
3	Light	18187.99	6480.19
6	Light	7341.53	5733.94
7	Light	92865.69	47290.65
14	Light	851892.31	1389450.38
15	Light	402159.52	386660.32
19	Light	94230.62	50019.29
20	Light	82934.33	54547.21
22	Light	57544.00	32276.43
24	Light	2702.33	667.43
25	Light	12148.26	5529.37
91	Light	6278.89	4704.82
11	Dark	9660.08	6572.52
30	Dark	108590.36	53990.80
86	Dark	205113.76	174745.35
87	Dark	66485.62	30461.60
88	Dark	62.34	68.81
90	Dark	2604.43	1048.08
93	Dark	9222.36	5464.88
95	Dark	49365.15	31459.62
97	Dark	6300.11	5117.33
101	Dark	5205.81	2627.47
104	Dark	68388.86	87326.61
109	Dark	5719.56	1815.07

How the deposited data were processed for this re-analysis (not part of the article)

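Gene expression in cuticle was measured in albino, light and dark F. merguiensis prawns on 12 arrays of a custom 44K design, 4 per colour group, each hybridised with labelled cRNA pooled from 2 or 3 prawns. The 12 arrays lay on 3 slides with 4 positions each. The authors scanned each array at 532 nm at 1 of several photomultiplier gains and measured spots with GenePix Pro, and the deposited scanner files hold the foreground and local background intensity of every spot without scaling between arrays. The authors deposited as processed values the mean foreground intensity minus the local background, which was found to be equal to the scanner columns in every spot. The percentage of saturated pixels of each spot is given as deposited by the authors from the same scans. No genome or gene annotation came with the series, so that genes were taken from the names deposited with the probes and from the domains of Table 4.

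From the scanner files, the local background was subtracted from the median foreground, and 153 negative-control spots and other control spots were left out. No spot carried a flag. Each array was divided by the 75th percentile of its probe spots and multiplied by the geometric mean of the 12 percentiles. Values under 1 were then set to 1, the paper's floor, and log2 values were averaged over the spots of a probe. For a sequence, the values of its probes in 1 orientation were averaged. A spot counted as above background when its median foreground exceeded the median local background by more than 2 SD of the background, and a probe or sequence did so when at least 1 in 2 of its spots or probes did. Where a fold is given as at least a value, some or all arrays of the dimmer group were not above background for the sequence. Each of these arrays was raised to at least its lowest scaled signal above background. Between 15.2 and 41.3% of spots per array were above background, 5121 probes on all 12 arrays and 12092 on all arrays of at least 1 group. Signal over background and the number of arrays limit the precision.

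Groups were compared with limma 3.58.1 in R 4.3.3, with 1 mean per colour group over all 12 arrays and an intensity trend in the prior variance. P-values were adjusted by the Benjamini-Hochberg method over 40695 probes or 10177 sequences. A probe was called at an adjusted p under 0.05 with a 4-fold difference, and a sequence when at least 3 of its probes were called in the same direction. Overlaps between comparisons used a 2-fold difference in at least 2 probes. Single sequences were tested on their averaged values, and exact permutation tests (two-sided, 35 splits of 4 arrays against 4) were added. The correlation-adjusted set test camera was run on lists of at least 2 sequences with a preset correlation of 0.01 and with an estimated one. Lists were made from the deposited names and Table 4 domains, using the orientation with the higher signal for each read or contig: actin, arginine kinase, other muscle genes, crustacyanin subunits A and C and both with lipocalin, elongation factors, antimicrobial genes, haemocyte genes, cuticle and chitin, moult-linked genes, dynein, ribosomal RNA, mitochondrial genes, glycolysis, digestive gland, pigment enzymes, antioxidants, collagen and matrix, QM protein, zinc finger and SCP1. The keywords were set before the data were examined, as were the comparisons, tests and alternatives, except where a later choice is named. Because names in the files are often truncated or abbreviated, the keywords were fitted to the names that occur there before any comparison was computed, and the SCP1 list was added at that point. The dimmer orientation of the named genes was looked at after the results of the brighter one were seen. Lists for sarcoplasmic calcium-binding protein, troponin I, tropomyosin, tubulin, heat shock and ribosomal proteins could not be formed, because no name in the files gives them.

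Sequences were named by a rule: in each albino comparison, the 10 largest rises and falls among sequences with an adjusted p under 0.05, at least 3 probes, no overlap between the arrays of both groups and signal above background on all arrays of the brighter group, together with the genes that the paper names for the arrays, whose values in its tables had been seen. This gave 15 sequences that rose and 17 that fell, and all 32 are named here or in the observations. In all, 332 sequences that rose and 520 that fell met these limits against light prawns, and 134 and 343 against dark prawns. Arrays did not overlap for 26.0, 21.1 and 2.88% of sequences in albino against light, albino against dark and light against dark prawns, where chance gives 2.86%.

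Separation of the groups was tested by a permutation pseudo-F on Euclidean distances over all probes, and principal components were computed on centred values. The order of the albino arrays by amount of cRNA was compared with chance, and probes were grouped by k-means with 20 clusters and 25 starts. The comparisons were tested on simulated data with known changes and without any, in which the spread of each probe was pulled toward the median of all probes. In simulated data without change, limma called 2, 8 and 0 of 40695 probes in the 3 comparisons. Without adjustment, 8.36, 7.57 and 1.69% of these probes passed. With simulated changes, unchanged probes were called as well. These were 42 in albino against light prawns, beside 7, 49 and 62 recovered probes with 4-, 16- and 64-fold changes. They were 30 in albino against dark prawns, beside 4, 42 and 62, and 0 in light against dark prawns. Calls of the albino comparisons may thus hold more false ones than the adjusted p states. The methods' t-test recovered 0, 4.48 and 24.2% of 4-, 16- and 64-fold differences between albino and light prawns. The effect of the shared albino arrays on the overlap was found from 20 simulations and from splits of the albino arrays.

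Alternatives were normexp background correction with an offset of 50, normexp with quantile normalisation, quantile normalisation, the floor set before the scaling, a floor of 32, dim probes left out, the mean foreground (which gives the deposited values), the methods' unpaired test with and without adjustment, no intensity trend, only the 8 arrays of a comparison, slide or replicate number as a term, each array left out in turn, albino replicates 3 and 4 left out together, the 1000 most variable probes, unit variance, at least 2 probes at 2-fold, estimated correlation and all orientations. The paper does not say that equal replicate numbers form pairs, so that they served as a term in an alternative only, and correlations between same-numbered arrays ranged from -0.133 to 0.118. After the data were seen, scaling to the 75th percentile of spots above background on all arrays, to the 95th percentile, and no scaling were added, as well as the first of these with dim probes left out and, for the order by cRNA amount, only probes above background on all 4 albino arrays.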

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

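No test in this part was chosen after its result was seen. The 4 genes of the antimicrobial list had a median log2 difference, relative to all sequences, of -2.05 in albino against light and -2.20 against dark prawns, a signal in a gene group that the paper does not discuss as such. In camera with a preset correlation the list passed (adjusted p = 0.0495 and 0.00440), and with an estimated correlation it did not (adjusted p = 0.248 and 0.137). With both orientations counted it passed against dark prawns only (adjusted p = 0.101 and 0.00822). Of its 4 genes, the whey acidic protein BXWCQrev and the lysozyme DFP6W fell in both comparisons and the crustins DOEUC and CBAVU did not pass in either in their brighter orientation.

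Of 84 groups of 4 arrays examined for an array far from the other 3, 3 were beyond the limit of Dixon's test, and chance puts about 1 in 20 groups beyond it. The mean log2 value of the collagen and matrix list was 2.96 on albino array 1, far from the other albino arrays. The score on principal component 3 was 4.18 for dark array 2, far from the other dark arrays. The mean of the zinc finger list was 5.96 on dark array 2, again far from the other dark arrays.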

How the results depend on the processing

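The alternatives chosen only after results were seen are scaling on the spots above background on all arrays (here detected-spot scaling), on the 95th percentile, no scaling, detected-spot scaling with dim probes left out, and the restriction to probes above background on the 4 albino arrays. Over the counts, lists and crustacyanin subunits, 569 values were computed under an alternative, of which 458 kept their direction and side of the threshold or stayed near the reported value, 21 lost and 3 gained a call, 86 moved and 1 reversed. For single named sequences these numbers were 6160, of which 5501 kept, 452 lost and 185 gained a call and 22 reversed. The separation of the colour groups kept its call under every alternative tried. In the order albino against light probes, its sequences, albino against dark probes, its sequences, and light against dark probes with a 4-fold mean difference, the counts that moved were as follows, in place of 5517, 741, 2184, 220 and 687. With normexp background correction they were 2067, 432 and 1077 and 143 for light against dark prawns. With normexp and quantile normalisation they were 1029, 170, 293, 54 and 168, and with quantile normalisation alone 1369 for albino against dark probes. With the floor set before the scaling they were 12879, 1878, 5280, 431 and 1523, and with a floor of 32 they were 1463, 287, 525, 96 and 188. Without dim probes they were 3174 and 1289 for the probes and 319 for light against dark prawns. With the methods' t-test and adjusted p they were 907, 37, 647 and 32, and without adjustment 4888 and 380 against dark prawns and 307 probes and 6 sequences, in place of 0 and 0, for light against dark prawns. Without the intensity trend 122 sequences differed against dark prawns. With only the 8 arrays of a comparison the first 4 counts were 1997, 287, 693 and 93, with slide as a term those against dark prawns were 847 and 92, and without albino replicates 3 and 4 they were 3139, 384, 859 and 63. Without scaling they were 9874, 2074, 6520, 1278 and 1756, and with detected-spot scaling 1240 for light against dark prawns. With at least 2 probes at 2-fold, 1335 and 425 sequences were called. Crustacyanin subunit A in albino against light prawns (-2.47) lost its call with a floor of 32 (adjusted p = 0.175), the methods' t-test with and without adjustment (adjusted p = 0.188, unadjusted p = 0.0828) and only the 8 arrays in limma (adjusted p = 0.0577). Against dark prawns (-3.20) it lost it with a floor of 32 (0.125) and the adjusted t-test (0.153), and subunit C (-4.48 and -4.89) with the adjusted t-test (0.0881 and 0.0965). The actin list against light prawns reversed with normexp (0.039) and lost its call with normexp and quantile normalisation (-0.18), the floor before scaling (-1.06), a floor of 32 (-0.16), dim probes left out (-3.31), mean foreground (-0.91), no scaling (-1.06), detected-spot scaling without dim probes (-3.28), all orientations (-0.62) and an estimated correlation (-1.35, adjusted p = 0.248). Arginine kinase against dark prawns gained a call with normexp (-2.26, adjusted p = 0.0475). Of the other lists 4 calls were made, 2 with mean foreground, 1 without scaling, 2 with detected-spot scaling without dim probes and 0 with an estimated correlation. The share of probes in the order of the cRNA amount was 34.6% with normexp, 24.0% with quantile normalisation, 26.1% with a floor of 32, 26.6% without dim probes, 24.6% with mean foreground, 20.2% with normexp and quantile normalisation, 24.8% with detected-spot scaling, 23.2% without scaling and 24.0% for probes above background on the 4 albino arrays. Single sequences that reversed, against light and where 2 values stand also against dark prawns, were without scaling Contig1137 (-1.59), DF8RV (-2.38), DOEUC (-1.95), AEC20 (-2.29 and -1.71), A86K5rev (-0.54 and -0.44), EY81Y (-1.57 and -1.64), CGC11 (-1.97 and -1.75), CJ2P2rev (-1.84), EW0ZV (-1.91), the opposite strand of CZRI4 (-0.39) and a Ciona hemocyanin-like probe set (-0.041). With normexp they were AIAHT (0.15), BKEBN (0.22), BXF2G (0.76 and 0.57) and DAVZ9 (0.52 and 0.46), and with a floor of 32 a Marsupenaeus japonicus hemocyanin (-0.057). The 10 largest rises and falls of each albino comparison kept their direction under every alternative and their calls without any 1 array. Fewest passed with the adjusted t-test, 3 and 3 against light and 0 and 2 against dark prawns. Without each array in turn, the ranges were 2818 (light 1) to 7545 (albino 1) and 388 to 920 for albino against light probes and sequences, 0 (dark 2 and dark 3) to 4035 (albino 1) and 0 to 365 (albino 2) for albino against dark, 0 to 0 for light against dark, and 420 (light 2) to 1704 (light 4) for its 4-fold mean differences. The group separation ranged from 2.00 to 2.60, crustacyanin A from -3.09 to -1.45 (albino 3) and from -3.82 to -2.18, crustacyanin C from -5.29 to -3.63 and from -5.70 to -4.04. The actin list ranged from -1.64 to -1.02 and from -0.70 to -0.45, arginine kinase from -2.10 to -1.49 and from -1.71 to -1.18, the other muscle genes from -0.14 to 0.31 and from -0.10 to 0.26, and the calls of other lists from 1 (albino 2) to 4. Fewer arrays give fewer residual degrees of freedom in the fits with 8 or 11 arrays, and for all other changes the cause was not tested. No value exists for leaving out spots with a negative flag, since no spot carries a flag, for the lists of sarcoplasmic calcium-binding protein and troponin I, and for camera under the t-test and with only 8 arrays, where it was not run. Between 15.2 and 26.3% of albino spots were above background, which limits what can be seen of genes that are low in albino prawns.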

Differences from the paper's values

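The paper's counts rest on its t-test with adjusted p-values and those given here on limma, at the same fold limits and numbers of probes. A value is taken as within the paper's when the 2 differ by no more than 1.5 times. For Table 3, the paper gives 182 probes in albino against light prawns and 2713 were found. None of 26 alternatives set before the data were examined came within the paper's value, and the methods' t-test with adjustment gave 120. For albino against dark prawns the paper gives 180 and 790 were found, within the paper's under normexp with quantile normalisation, without dark replicate 1 and without albino replicates 3 and 4, and not under the other 23.

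For Table S1, the paper gives 65 probes shared by dark against light and albino against light prawns, and 1200 were found, within the paper's under normexp with quantile normalisation and the adjusted t-test only. It gives 28 for dark against light and albino against dark prawns, and 4 were found, within the paper's under normexp, the floor set before scaling, the adjusted t-test and only the 8 arrays. It gives 138 for the albino comparisons, and 826 were found, within the paper's under the adjusted t-test and without dark replicate 1 or 4. It gives 24 common to all, and 245 were found, within the paper's under normexp with quantile normalisation, the adjusted t-test and without dark replicate 4. The other alternatives set before the data were examined did not come within these values. Of crustacyanin subunit A probes in the overlap of the albino comparisons the paper has 4 and 79 were found, within the paper's under the adjusted t-test only. As a share of the overlap the paper has 2.9% and 9.56% was found, within the paper's under normexp, the floor set before scaling and the unadjusted t-test, and not under 21 others. It ranged from 2.25 to 38.4% over these alternatives. The share was 2.79% without scaling, an alternative chosen after the values were seen, which held 107 subunit A probes.

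The third principal component of Figure S4 held 19% of the variance in the paper and 11.8% here, while its first 2 components and the 3 components of Figure S5 (34, 12 and 10%) lay within 1.5 times of the values here. It came within the paper's with a floor of 32, without light replicate 2, albino replicate 2, 3 or 4, and without albino replicates 3 and 4 together, and not under 16 others. The paper aims at about 1% saturated spots, and 0.0586% of spots had saturated pixels, with no alternative to this value. The paper gives a change of 2-fold or lower for crustacyanin subunits A and C between the colour groups. The fold here was 5.54 and 9.21 for subunit A against light and dark prawns and 22.3 and 29.7 for subunit C, or at least 11.4 and 15.2 for subunit C with the 2 albino arrays that were not above background set to their lowest signal above it. The fold of subunit A against light prawns was 2.74 without albino replicate 3, within 1.5 times the paper's, and no other alternative set before the data were examined brought any of the 4 as near.

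The paper describes the albino samples as close together and the light samples as more widely spread. The mean distance was 536 between albino, 312 between light and 286 between dark arrays, and with normexp that between albino arrays was 148 and that between light arrays 167. Of crustacyanin subunits the paper lists A in the overlap of the albino comparisons, and 36 probes of subunit C were found there as well, or 0 with the adjusted t-test. The paper places the chitin_bind_4 sequence in albino against light prawns, and CIQIV was higher in both comparisons (adjusted p = 0.00717 and 0.0289), but not above background. Against dark prawns it did not pass in 14 settings, among them the adjusted t-test (adjusted p = 0.0696). The paper reports no change of clotting protein, and CB3EG fell in both comparisons (log2 -1.95 and -1.73). The paper places elongation factors in albino against dark prawns, and A7CID fell against light prawns too (-1.75 and -1.74), not passing there with the adjusted t-test (adjusted p = 0.0769). The dimmer strand of EGLH3, named as elongation factor 2, fell against both (-3.24 and -2.66), though not with a floor of 32 (adjusted p = 0.113 and 0.381), and its brighter strand did not pass (1.27 and 0.10). The paper lists QM protein with a change of 2-fold or more, and EY81Y did not pass in its brighter orientation (0.85 and 0.23), while its opposite strand did (4.61 and 3.01). Without scaling, an alternative chosen after the values were seen, the brighter orientation passed as lower (-1.57 and -1.64).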

Other observations

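The unannotated sequences with the largest changes were chosen by the rule given above, while the tests of the 3 patterns below and the correlations of sequences with each other were chosen after the results were seen. Few gene lists moved as a group in albino prawns. In camera with a preset correlation, the crustacyanin, antimicrobial and zinc finger lists passed in both comparisons and actin against light prawns, and with an estimated correlation none did (lowest adjusted p = 0.248 against light and 0.137 against dark prawns). With both orientations counted, zinc finger (camera adjusted p = 0.164 and 0.499) and actin against light prawns (0.164) did not pass. Antimicrobial genes then passed against dark prawns only (0.101 and 0.00822), and elongation factors passed in both comparisons (0.0378 and 0.0352). A86K5rev, the opposite strand of a read with the domain of cytochrome b of the respiratory chain, rose against light (log2 1.88, adjusted p = 0.00680) and dark prawns (1.44, adjusted p = 0.0373), but was lower without scaling (-0.54 and -0.44). Its rise against dark prawns did not pass with slide as a term (adjusted p = 0.0842), without any 1 of the dark replicates or without albino replicate 1, 3 or 4 (adjusted p up to 0.101). ATP synthase DDBOV did not pass (-0.11 and -0.54). Of 4 mitochondrial sequences 2 and 1 rose, and the list did not differ from all sequences in camera (adjusted p = 0.372 and 0.620). The fibrillar collagen B11UPrev was the 1 member of 4 collagen and matrix sequences that fell, and the dim laminin AVDGB the 1 that rose (2.04 and 1.78, camera adjusted p = 0.856 and 0.891). The rise of AVDGB against dark prawns was lost with slide as a term (adjusted p = 0.0687) and without dark replicate 1, 2 or 3 or albino replicate 4 (adjusted p up to 0.0830). Manganese superoxide dismutase BKEBN, which removes superoxide, fell against light prawns (-1.63, adjusted p = 0.0328), but it was not above background on any albino array and was 0.22 with normexp. It did not pass with slide as a term (adjusted p = 0.0726) or without light replicate 2 or 4, light replicate 1 or albino replicate 4 (adjusted p = 0.0794 and 0.0631 for the last 2), and catalase did not pass (-0.13 and -0.28). The antioxidant list of 2 did not pass in camera (adjusted p = 0.360 and 0.285).

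Of 11 haemocyte and haemolymph sequences 4 rose and 2 fell against light prawns and 3 and 2 against dark prawns (camera adjusted p = 0.856 and 0.998). Of 5 phenoloxidase-type sequences 2 rose in each comparison (camera adjusted p = 0.744 and 0.710). These were a Marsupenaeus japonicus prophenoloxidase (2.18 and 2.35) and a phenoloxidase-activating probe set (2.87 and 2.06), neither above background in any group. The second rise of the latter was lost with slide as a term (adjusted p = 0.0594) and without dark replicate 1, 2 or 3 or albino replicate 3 or 4 (adjusted p up to 0.0858). Cathepsin L (CY7PI, -1.19 and -0.98) and chitinase 5, the digestive gland list, did not pass (camera adjusted p = 0.833 and 0.998). The 2 reads named SCP1, which the files do not explain, did not pass (CZRI4, -1.22 and -1.45, and BP1A5, -1.19 and -1.61), and the opposite strand of CZRI4 rose against light prawns (2.03, adjusted p = 0.0100), though not with arrays scaled on the spots above background on all arrays (1.06). Of 127 ribosomal RNA sequences 36 rose and 17 fell against light prawns and 15 and 3 against dark prawns (camera adjusted p = 0.856 and 0.998). Among 59 dimmer strands of the named reads and contigs, 27 were above background in a group, of which 8 rose and 6 fell against light prawns and 6 and 6 against dark prawns.

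Besides BIK9S and B3JKI, the largest rises in albino against light and against dark prawns were EBZLMrev (log2 7.42 and 6.06), DKYYA (6.90 and 5.77), AKHCJrev (6.11 and 3.71), EWZ9Brev (5.82 and 4.52), BZ8ON (5.74 and 4.10), BKA17rev (5.65 and 4.06), BZ5TWrev (5.63 and 4.63), Contig316 (5.60 and 4.72), BSOB5rev (5.56 and 4.63), C1OK4 (5.52 and 4.56), CUULE (5.43 and 4.56), Contig452rev (5.33 and 4.55) and ENIJ4 (5.10 and 4.97). DKYYA, BKA17rev, AKHCJrev and BZ8ON were not above background on 3, 3, 1 and 1 of the light arrays and at least 87.4-fold, 38.4-fold, 51.8-fold and 41.5-fold higher than in light prawns. C1OK4 and BZ8ON are named as possible ribosomal RNA and the others have no name. Of the 15 rises, 7 had a correlation over 0.98 with C1OK4 across the 12 arrays, itself included, as had 0.0983% of all sequences, and 4 with BIK9S, itself included. Besides BFZOS and DY730, the largest falls were Contig1303rev (-5.73 and -3.43), Contig1379 (-5.64 and -3.82), Contig1033rev (-5.07 and -3.53), CDZ5E (-5.03 and -3.34), Contig1059rev (-5.03 and -3.21), Contig15 (-4.93 and -4.22), DSRQY (-4.91 and -3.58), Contig45rev (-4.86 and -3.47), C2UOH_rev (-4.48 and -4.67), DFXMIrev (-4.12 and -3.88), Contig633rev (-4.00 and -4.30), Contig1092 (-3.73 and -4.14), Contig633 (-3.31 and -3.79), the crustacyanin A clone 25_SubA (-3.12 and -3.96) and DJY3Nrev (-3.06 and -3.78). Of these, CDZ5E, DSRQY, DFXMIrev and Contig633 were not above background on any albino array and at least 12.9-fold, 6.16-fold, 3.79-fold and 2.84-fold lower than in light prawns. The others except Contig1092 and 25_SubA were above background on only 1 to 3 of the albino arrays, so that their differences rest in part on signal at the background. Single albino arrays moved such differences, that of DKYYA from light prawns to 5.51 without albino replicate 3 and to 8.22 without albino replicate 2. Contig1379, Contig1033rev, Contig1059rev and Contig45rev did not pass against dark prawns (adjusted p = 0.0671, 0.0736, 0.0823 and 0.0696). These 4 and Contig1303rev had a correlation over 0.96 with D5XPP, a read named as possible 18S ribosomal RNA, as had 0.776% of all sequences. Contig1092, Contig633rev and C2UOH_rev followed crustacyanin subunit C with correlations of 0.991, 0.989 and 0.973. DJY3Nrev followed subunit A (0.991) more closely than subunit C (0.967). The share of all sequences with such correlations is not given here.

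Other groupings of the arrays were examined with all 35 splits of 4 arrays against 4. For albino against light prawns 5517 probes and 741 sequences were called and at most 1 and 0 in another split. For albino against dark prawns these were 2184 and 220 and at most 14 and 2. In each comparison 1 of 35 splits reached the count, the smallest share possible, which does not exclude chance. All other splits mix the 2 groups, so that few calls are likely there wherever the groups differ, for whatever reason. For light against dark prawns 0 probes and 0 sequences were called in the real split and in all other splits, so that 35 of 35 splits gave as many, which says nothing about chance where no split gives a call.

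More probes were called higher than lower in albino prawns. Scaled on the spots above background on all arrays, 24.5 and 30.0% of the called probes were higher against light and dark prawns, and scaled on the 95th percentile 47.9 and 60.3%. A 75th percentile of the albino arrays near their background cannot be told apart from a true excess. The balance turned with the first of these scalings in both comparisons and with the second against light prawns only. With the 75th-percentile scaling kept, 44.6 and 34.1% were higher without dim probes and 48.8 and 34.1% with a floor of 32. With normexp and quantile normalisation together, 68.1 and 62.8% were higher. Of the probes called higher in the main fit, 45.0 and 55.5% were above background on no albino array. Much of the excess there thus rests on signal at the background. Without albino arrays 3 and 4, 60.3% were higher against light and 48.3% against dark prawns. These shares rest on the same 75th-percentile scaling, so that they leave the lower amount of cRNA on those arrays open. A rise of weakly expressed genes in albino prawns stays open as well and was not tested.

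Crustacyanin subunits A and C were lower in albino prawns. Under 6 other scalings and background corrections, the smallest fall was -2.74 for subunit A and -2.52 for subunit C and all passed in limma, which argues against the scaling as the cause. On the arrays alone, the lower amount of cRNA on 3 albino arrays cannot be told apart from colour, nor can pond or moult stage. Only 1 albino array had the full amount, and that array too lay below all light and dark arrays. The 2 albino arrays with 825 ng differed from each other by 4.90 for subunit A and 4.92 for subunit C. From the arrays, a lower expression of crustacyanin that varies between albino prawns is a hypothesis that stays open. The paper's qPCR on the same prawns started from total RNA and not from the labelled cRNA. It found significantly lower copy numbers of both subunits in albino than in light and dark prawns.

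Muscle-type sequences were lower in albino prawns in part. A smaller share of muscle RNA in the albino samples would lower all of them alike. Of 10 sequences above background, 3 lay above their median change by more than the 95% confidence interval against light prawns (Contig1137, DF8RV and A5HDZ) and 2 against dark prawns (Contig1137 and A5HDZ), but only 1 of them (Contig1137, the opposite strand of the contig with the kinase domain) was above background on all 12 arrays, which is too few to exclude such a share. CP026, AY47U, CMRY6rev and CFFRCrev, which have different domains, had correlations of 0.971 to 0.997, 0.987 for the first 2, so that a stretch of sequence shared with other RNA may carry them, and cannot be told apart from joint regulation without the probe sequences. A change of the muscle-type genes themselves stays open and was not tested.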
